# Dynamic gene expression in fish muscle during recovery growth induced by a fasting-refeeding schedule

**DOI:** 10.1186/1471-2164-8-438

**Published:** 2007-11-28

**Authors:** Pierre-Yves Rescan, Jerome Montfort, Cécile Rallière, Aurélie Le Cam, Diane Esquerré, Karine Hugot

## Abstract

**Background:**

Recovery growth is a phase of rapid growth that is triggered by adequate refeeding of animals following a period of weight loss caused by starvation. In this study, to obtain more information on the system-wide integration of recovery growth in muscle, we undertook a time-course analysis of transcript expression in trout subjected to a food deprivation-refeeding sequence. For this purpose complex targets produced from muscle of trout fasted for one month and from muscle of trout fasted for one month and then refed for 4, 7, 11 and 36 days were hybridized to cDNA microarrays containing 9023 clones.

**Results:**

Significance analysis of microarrays (SAM) and temporal expression profiling led to the segregation of differentially expressed genes into four major clusters. One cluster comprising 1020 genes with high expression in muscle from fasted animals included a large set of genes involved in protein catabolism. A second cluster that included approximately 550 genes with transient induction 4 to 11 days post-refeeding was dominated by genes involved in transcription, ribosomal biogenesis, translation, chaperone activity, mitochondrial production of ATP and cell division. A third cluster that contained 480 genes that were up-regulated 7 to 36 days post-refeeding was enriched with genes involved in reticulum and Golgi dynamics and with genes indicative of myofiber and muscle remodelling such as genes encoding sarcomeric proteins and matrix compounds. Finally, a fourth cluster of 200 genes overexpressed only in 36-day refed trout muscle contained genes with function in carbohydrate metabolism and lipid biosynthesis. Remarkably, among the genes induced were several transcriptional regulators which might be important for the gene-specific transcriptional adaptations that underlie muscle recovery.

**Conclusion:**

Our study is the first demonstration of a coordinated expression of functionally related genes during muscle recovery growth. Furthermore, the generation of a useful database of novel genes associated with muscle recovery growth will allow further investigations on particular genes, pathways or cellular process involved in muscle growth and regeneration.

## Background

Food restriction is associated with reduced growth rates. If refed, various animals including fish, grow at a faster than normal rate. During this burst of growth which mainly affects muscle, an accelerated turnover takes place which is characterized by markedly increased protein synthesis relative to degradation [1]. The elevation of protein synthesis after feeding can be translated in terms of the cellular dynamics of muscle growth. Thus, it has been shown that feeding stimulates proliferation of fish myogenic cells *in vivo *[2] as well as *in vitro *[3], providing a source of nuclei for myotube formation and fibre hypertrophy [4]. There is now evidence that muscle recovery growth results from processes of metabolic adaptation, regulated by endocrine as well as the autocrine/paracrine system notably involving IGF1 [1,5,6]. With the purpose of deciphering the mechanisms involved in muscle recovery growth, some studies have also reported the expression of candidate genes such as metabolic-related genes [7], dominant negative regulators of the basic helix-loop-helix (bHLH) transcription factor genes [8] and uncoupling protein 2 genes [9] during nutritional restriction and refeeding in rainbow trout. However, until now the genetic network which is mobilized in recovering muscle has not been exhaustively described. In this study we took advantage of high density trout cDNA microarrays to assess overall gene expression and to determine which pathways are dynamically activated in recovering muscle. Also we identified several genes potentially involved in the gene-specific transcriptional adaptations taking place in recovering muscle.

## Results

### Effect of refeeding on growth characteristics

The mean body weight of the trout was 132 g ± 6.0 and the condition factor was 1.6 ± 0.03 before fasting. At the end of the 30-days fasting period the mean body weight decreased to 121 g ± 5.5 and the condition factor to 1.3 ± 0.03. The mean body weight increased to 130 ± 6.3, 144 ± 7.8, 143 ± 6.7 and 183 g ± 14 and the condition factor to 1.4 ± 0.02, 1.5 ± 0.05, 1.5 ± 0.03, 1.6 ± 0.02, 4, 7, 11 and 36 days post refeeding respectively.

### Changes in gene expression during a fasting-refeeding schedule: Overview

To screen for genes involved in muscle recovery growth, we undertook a time-course analysis of transcript expression in muscle of trout fasted for one month and then refed for 4, 7, 11 and 36 days. 

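Fast muscle was taken under the dorsal fin of rainbow trout deprived of food for 30 days (8 fish), and of trout then fed again for 4 days (9 fish), 7 days (9 fish), 11 days (8 fish) or 36 days (9 fish). Each RNA was labelled with 33P and hybridised alone to a nylon membrane carrying 9023 trout cDNA clones, so that 43 arrays stand for 43 fish. The authors excluded spots with too little of the spotted cDNA, divided the signal of every other spot by the signal of a vector oligonucleotide on that spot, and divided the result by the median of the array. The values analysed here are these normalized intensities, which ran from 0.221 to 131.9 on a linear scale. The median of the values listed for an array was 2.04 to 3.63, so that the set of spots behind the authors' median is not known. A value was listed for 1441 to 2616 clones per array. The median number was 2175 in fasted fish (range 1630 to 2587), 2372 at 4 days (1566 to 2497), 2200 at 7 days (1871 to 2616), 2149 at 11 days (2010 to 2313) and 2133 at 36 days (1441 to 2268). No array gave a value for 4414 clones, and 697 clones had one on all 43 arrays. Of the cells of clones with a mean value under 2, 66.3% were empty, against 14.1% for means of 10 to 15 and 48.5% for means of 20 or more. Values of 0, also taken as missing, made up a further 0.19%, 7.14% and 3.89%. Dim clones and very bright clones were thus both often left without a value. Log2 of the value was compared between groups with limma for the 1561 clones with a value in at least 5 fish of every group. One fit covered all 43 arrays, p was adjusted by the Benjamini-Hochberg procedure in each comparison, and clones were called at an adjusted p under 0.0001. This is the nominal rate of 0.01% that the paper set for SAM, but an adjusted p from limma and the false discovery rate of SAM are not the same measure. In data simulated with independent noise for the comparison of 36 days with fasted fish, with 1561 clones, 91% of log2 changes of 1 and 27% of log2 changes of 0.5 were called. Gene names were taken from the clone labels in Figs. 3 to 11 and 13, because the table of values names no gene. Of 293 labels 292 were found, for 290 clones, of which 58 had no value on any array and 98 could be tested. The study drew these clones because they differed between the same fish, so counts over them are not independent evidence. The number of arrays limits the precision, and each group was sampled at a water temperature of its own, from 11.8°C in fasted fish to 7.8°C at 36 days.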

At each time point, eight to nine fish were sampled giving in total 43 separate complex cDNA targets that were hybridized to 43 microarrays (GEO accession number: GSE6841). Unsupervised hierarchical clustering of gene expression patterns from all samples produced a consistent grouping of the samples according to the fish feeding conditions (i.e. fasting and 4, 7, 11 and 36 days post-refeeding) (Fig 1). This validated the experimental design and allowed further analysis. 

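Fish refed for 36 days stood apart from the other fish, fasted fish were nearest to one another but shared a branch with fish at 4 days, and fish at 7 and 11 days post-refeeding lay among each other. All 8 fasted fish had another fasted fish as their nearest neighbour, and 8 of the 9 fish at 36 days had another fish at 36 days. At 4 days 5 of 9 fish (2 of the others being nearest to a fasted fish), at 7 days 4 of 9 fish and at 11 days 2 of 8 fish were nearest to a fish of their own group, and the other 6 fish at 11 days were nearest to a fish at 7 days. In all, 27 of the 43 fish (62.8%) had their nearest neighbour in their own group, against 18.2% on average when the group labels were permuted (permutation test with 100000 permutations, p = 1e-05, the smallest p they can give). The distance was 1 minus Pearson's correlation over the 697 clones with a value on all arrays. When the average-linkage tree was divided into 5 branches, the 9 fish at 36 days made up 1 branch, and the 8 fasted fish shared another with 4 fish at 4 days. The adjusted Rand index between branches and groups was 0.45, and 0.15 with Euclidean distance. Along the principal component that took up 21.1% of the variance, fish at 36 days had a mean score of 6.27 ± 3.05 (SD, n = 9), while fasted fish, at -2.40 ± 2.28 (SD, n = 8), lay close to fish at 4, 7 and 11 days, at -2.15, -1.35 and -0.71. Along the next component, with 18.6% of the variance, the mean scores were -5.30 in fasted fish, -1.34 at 4 days, 2.11 at 7 days, 3.64 at 11 days and 0.70 at 36 days.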

To define those genes whose expression levels were significantly different in muscle from 4, 7, 11 or 36 days refed animals compared to muscle from fasted fish we used SAM analysis [10]. We therefore obtained approximately 2200 genes that were then hierarchically clustered using an average-linkage clustering [11]. This resulted in the formation of four major clusters of genes displaying distinct temporal profiles (Fig. 2). 

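Muscle at 4, 7 and 11 days post-refeeding had more clones above fasted levels than below them, while at 36 days the direction in the majority depended on the threshold. At 4 days 38 clones were higher than in fasted muscle and 12 lower, at 7 days 51 and 17, at 11 days 78 and 25, and at 36 days 84 and 66 by limma (at 36 days, 142 and 100 by SAM at a false discovery rate of 0.01%, 228 and 352 by limma at an adjusted p under 0.05, and 296 and 474 by SAM at 5%). Other scaling narrowed the balance, to 18 higher and 14 lower at 4 days on square roots. At 11 days it was 59 and 35 after each array was centred again on the clones with a value on all arrays. Of the 1561 clones tested, the one with the largest rise at 4 days was the heat shock protein HSP 90-alpha, a chaperone, and the one with the largest fall was the Ariadne-2 protein homolog, of a family of ubiquitin ligases. Clone 1RT83J04_D_E02, which carries no name in the figures, had the largest rise at 7 days (log2 change 2.07), at 11 days (2.05) and at 36 days (2.01). The largest fall at 36 days was that of clone 1RT50H10_D_D05, also unnamed (log2 change -1.57). The clones called as higher had a median fold of 1.69 at 4 days, 1.81 at 7 days, 1.65 at 11 days and 1.67 at 36 days. In all, 192 clones of 1561 were called in at least 1 of the 4 comparisons by limma, and 359 by SAM at a false discovery rate of 0.01%, the test and rate that the paper names. Without the 5 arrays with the fewest values, left out after the data had been seen, limma called 27 clones at 4 days, 56 at 7 days, 76 at 11 days and 99 at 36 days.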

A similar clustering was obtained when using the K-means clustering (not shown). 

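K-means sorted the 192 clones into 4 temporal profiles. In the first profile, with 68 clones, mean levels were highest in fasted muscle, and ubiquitin and the Ariadne-2 protein homolog belonged to it. The second, with 39 clones, was high at 4, 7 and 11 days and included HSP 90-alpha, the nucleolar protein fibrillarin and the splicing factor U2AF 35 kDa subunit. The third, with 61 clones, rose from 7 days on and included dystrophin, the myosin light chains of Fig. 11 that were called and the homeobox protein Hox-C9. The last, with 24 clones, had its highest mean at 36 days. It included peptidyl-prolyl cis-trans isomerase B and the voltage-dependent anion-selective channel protein 3, although both were themselves highest at 7 days. The centre of each profile correlated with the idealised form assigned to it (1 in the groups named and 0 elsewhere, 5 groups) at r = 0.84, 0.96, 0.92 and 0.64. Each form went to 1 profile, so that a profile need not carry the form it follows best. Profile sizes depended on the method: an average-linkage tree gave 63, 32, 23 and 61 clones with 13 left out, and assigning every clone to the idealised form it followed best gave 63, 44, 75 and 10.

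**Figure D1:**
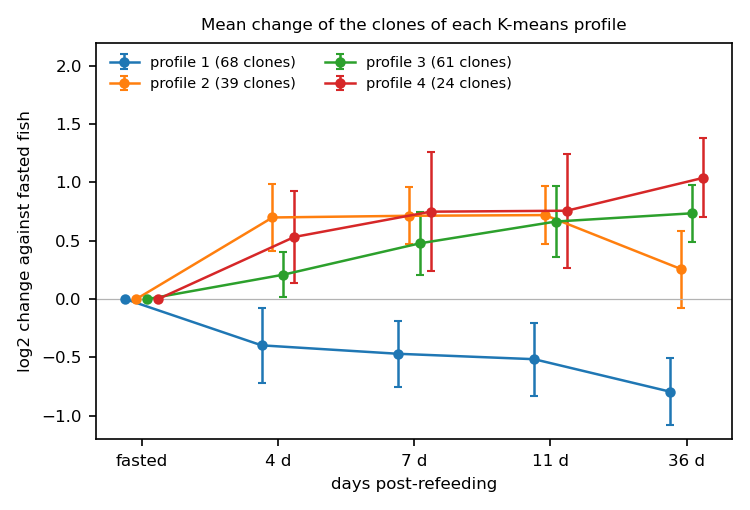
Mean log2 change against fasted fish (vertical axis) of the clones of each K-means profile at 0 (fasted), 4, 7, 11 and 36 days post-refeeding (horizontal axis). Bars are the SD over the clones of a profile, and numbers of clones stand in the legend. The second profile returns to 0.26 at 36 days, while the third stands at 0.74.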

The first cluster was composed of genes with peak expression in muscle from starved fish, the second included genes overexpressed at 4, 7 and 11 days post-refeeding and down-regulated at 36 days post-refeeding (cluster II) the third was composed of genes with a later and more sustained induction (7–36 days post-refeeding) (cluster III) and the fourth (cluster IV) contained genes overexpressed only in 36 day refed trout muscle. These expression profiles and the clusters are available online as a browseable file [12]. The accession number of each spotted clones can be obtained by typing the corresponding uniq_id (clone name) in the nucleotide data base of the NCBI.

**Figure 1:**
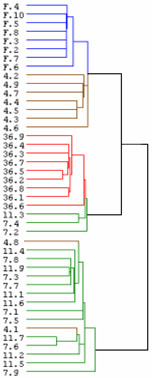
Unsupervised hierarchical clustering consistently sorts fish muscle samples according to feeding conditions. F_2–10_: muscle of distinct fasted trout, 4_1–9_, 7_1–9_, 11_1–8 _and 36_1–9_: muscle of 4, 7, 11 and 36 days distinct refed trout.

**Figure 2:**
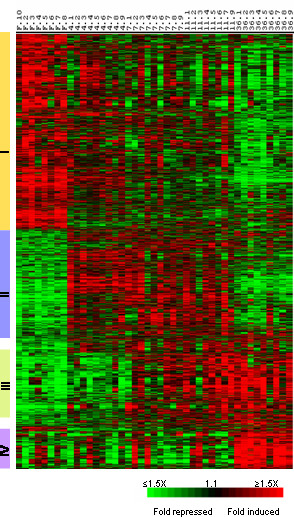
Supervised clustering analysis of the differentially expressed genes selected by SAM. Cluster I comprises genes up-regulated in muscle from fasted animals, cluster II includes genes with transient induction 4 to 11 days post-refeeding, cluster III contains genes whose expression began at 7 days post refeeding and was maintained up to 36 days post-refeeding and cluster IV contains genes up-regulated 36 days post-refeeding. Each row represents the temporal expression pattern of a single gene and each column corresponds to a single sample: columns 1 to 8: muscle from distinct fasted trout ; columns 9 to 17, 18 to 26, 27 to 34 and 35 to 43 : muscle from 4, 7, 11 and 36 day distinct refed trout, respectively. Expression levels are represented by a color tag, with red representing the highest levels and green the lowest levels of expression.

### Genes with peak expression in starved trout muscle (cluster I)

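In the profile highest in fasted muscle, mean levels fell soon after refeeding and were lowest at 36 days. Over the 68 clones of this profile the mean log2 change against fasted fish was -0.40 ± 0.32, -0.47 ± 0.28, -0.52 ± 0.31 and -0.79 ± 0.29 at 4, 7, 11 and 36 days (± SD over clones). The named members were ubiquitin, the Ariadne-2 protein homolog, COP9 signalosome complex subunit 7, proteasome subunit alpha type 5 and a clone matched to cathepsin D by its plate position, all of protein degradation, and a clone of eukaryotic translation initiation factor 3 subunit 12. The initiation factor clone did not follow the mean. It was above fasted levels at 4, 7 and 11 days (log2 change 0.20 at 4 days) and below them at 36 days (-0.56), and followed the second idealised form best. Because clones entered the profile by being called in the same comparisons, these means describe them and are not a separate test.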

Cluster I contained approximately 1000 genes showing high expression in the muscle of fasted fish and down-regulation after refeeding. In this cluster were notably identified two major markers of nutrient deprivation: the tuberous sclerosis component 2 (TSC2) an inhibitor of mTOR function and the translational repressor 4E-BP1. 

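Of the transcripts of protein degradation, ubiquitin and the Ariadne-2 protein homolog, related to ubiquitin ligases, were lower than in fasted muscle at all 4 times, and others were called later or not at all. Of the 44 clones drawn in Fig. 3, 17 could be tested, and the log2 change against fasted fish was negative for 16 of them at 4 days and for all 17 at 7, 11 and 36 days, with medians of -0.18, -0.26, -0.30 and -0.41. The number called as lower was 2, 2, 3 and 5 at 4, 7, 11 and 36 days, and none was called as higher (at an adjusted p under 0.05 from limma, 6, 8, 8 and 15 were lower and 0 higher). Ubiquitin, the protein tag for degradation, had a log2 change of -1.11 at 4 days (standard error 0.14, adjusted p = 1.32e-07 from limma), below the mean of fasted fish in 9 of 9 fish. Its log2 change was -0.80 at 7 days, -0.77 at 11 days and -0.81 at 36 days, and -0.69 (standard error 0.12, adjusted p = 2.30e-05) at 36 days without fish 3, whose value lay far below the others. As the study chose the clones of Fig. 3 on these fish, their common direction is not independent evidence.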

The most distinctive feature of cluster I was the presence of a large repertoire of genes involved in the regulation of protein degradation (Fig. 3). These genes participate either in the lysosomal system such as the cysteine protease cathepsins B, D and S or to the ubiquitin-proteasome pathway. In this latter class were several proteasome subunits, proteasome-associated proteins, ubiquitin, several ubiquitin-conjugating enzymes, ubiquitin carboxyl-terminal hydrolases and ubiquitin ligases. 

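Cathepsin B, a lysosomal cysteine protease, was measured in all 8 fasted fish and in few refed fish. Its value was 4.02 ± 0.911 (SD, n = 8) in fasted muscle, 2.27 ± 0.272 (SD, n = 3) at 4 days, 1.61 (n = 1) at 7 days and 1.55 ± 0.0727 (SD, n = 3) at 36 days, with no value in any of the 8 fish at 11 days. A value was present in 8 of 8 fasted and 0 of 8 fish at 11 days (Fisher's exact test, two-sided, p = 0.000155, adjusted p = 0.0917 over the clones compared in this way, a test chosen after the data had been seen). Too few refed fish had a value for the fit with a minimum of 5 fish per group, and without that minimum its log2 change at 36 days was -1.34 (adjusted p = 9.09e-06 from limma). Cathepsin S had a value in 1 fish, at 11 days, and cannot be compared. The label printed for cathepsin D was matched to the clone at the same plate position, whose number differs by 1 from the label as read, and its values are left out here apart from its place in the counts over Fig. 3 and in the first K-means profile.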

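Among the proteasome subunits with enough values, proteasome subunit alpha type 5, of the proteolytic core, fell at 36 days. Its log2 change was -0.51 (standard error 0.10, adjusted p = 4.82e-05 from limma), with 9 of 9 fish below the fasted mean. Ubiquitin-conjugating enzyme E2 G2 had log2 changes of -0.12, -0.29, -0.37 and -0.35 at 4, 7, 11 and 36 days, and ubiquitin carboxyl-terminal hydrolase 13, which removes ubiquitin, of -0.29, -0.32, -0.41 and -0.26. Neither reached an adjusted p under 0.0001, the lowest being 0.0121 and 0.00121 at 11 days. The ubiquitin ligase Itchy homolog had a log2 change of -0.30 at 36 days (adjusted p = 0.00224). The proteasome-associated protein ECM29 homolog was measured in 7 of 8 fasted fish, at 1.81 ± 0.498 (SD, n = 7), in 1 fish each at 4 and 7 days and in none later. In the fasted fish the values of proteasome subunit alpha type 5 and ubiquitin were 4.56 ± 0.852 (SD, n = 8) and 18.4 ± 4.39 (SD, n = 8).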

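Among the 17 clones of Fig. 3 that could be tested, the Ariadne-2 protein homolog had the lowest log2 change at each of the 4 times, while COP9 signalosome complex subunit 7 fell late. Ariadne-2, related to ligases that pass ubiquitin to their substrates, had log2 changes of -1.59, -1.26, -1.17 and -1.42 at 4, 7, 11 and 36 days (adjusted p = 4.28e-10 at 4 days from limma, with 7 of 7 fish below the fasted mean). COP9 signalosome complex subunit 7, part of a complex that regulates cullin-based ligases, had log2 changes of -0.14 at 4 days (adjusted p = 0.506), -0.38 at 7 days, -0.54 at 11 days and -1.24 at 36 days (adjusted p = 6.37e-11). It was lower at 36 than at 4 days by a log2 change of -1.10 (standard error 0.12, adjusted p = 4.09e-09). COP9 signalosome complex subunit 3 had a value in 1 fasted fish and was outside the test. For COP9 signalosome complex subunit 8 the log2 change at 36 days was -0.53 (adjusted p = 0.00179). Cullin-3, a scaffold of ubiquitin ligases, was measured at 2.77 ± 0.654 (SD, n = 5) in fasted fish and 2.27 ± 0.346 (SD, n = 5) at 4 days, with too few values at later times for a test.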

Among other genes involved in proteasome-mediated degradation were several COP9 signalosome complex subunits, cullin-3 and the Ariadne-2 protein homolog. Notably we did not observe any significant up-regulation of calpains in the muscle of fasted trout. Cluster I contained many genes involved in catabolic pathways and beta oxidation of fatty acids such as the short, medium and long chains of Acyl-CoA dehydrogenase.

**Figure 3:**
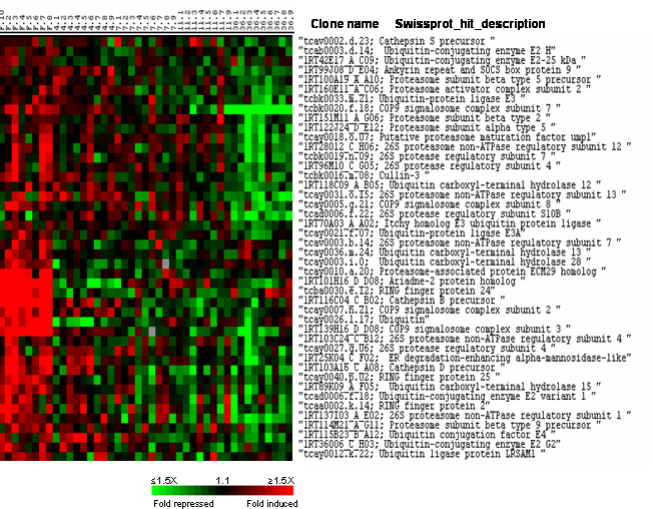
Supervised clustering of SAM selected genes belonging to cluster I and involved in protein degradation. Columns as in figure 2.

### Genes up-regulated 4 to 11 days after refeeding (cluster II)

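Clones of the second profile were about equally high at 4, 7 and 11 days and lay closer to fasted levels at 36 days. Their mean log2 change against fasted fish was 0.70 ± 0.29, 0.71 ± 0.24, 0.72 ± 0.25 and 0.26 ± 0.33 at 4, 7, 11 and 36 days (± SD over 39 clones). Between fish at 36 and 4 days, 36 clones of all 1561 tested were lower and 25 higher at 36 days (limma), among them NOP5, fibrillarin, U2AF 35 kDa subunit and eukaryotic translation initiation factor 5, all lower. The balance of all clones turned under other settings, with 45 higher and 38 lower after quantile normalization, 70 and 57 with array weights, 39 and 38 after each array was centred again on the clones with a value on all arrays, 34 and 32 on square roots, and 16 and 13 among the clones with a value on all arrays. Between 36 and 11 days 13 clones were lower at 36 days and 0 higher (adjusted p under 0.05 from limma: 260 lower and 120 higher). No clone was called between 7 and 4 days, with 132 clones at an unadjusted p under 0.05, and 4 clones, all higher at 11 days, between 11 and 4 days. Without the 5 arrays with the fewest values 31 clones were called between 36 and 4 days, 2 between 36 and 11 days and 1 between 11 and 4 days, and with quantile normalization 83, 5 and 8. Array weights gave more calls, 127, 38 and 35. When limma was fitted to only the 2 groups compared, it called 37 clones between 36 and 4 days and 0 between 36 and 11 days (569 at an unadjusted p under 0.05 with all groups in the fit).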

Cluster II included approximately 550 genes with transient induction 4 to 11 days post refeeding. In this cluster were found more than 40 genes regulating mRNA synthesis, processing and turnover (Fig. 4). Among them were genes encoding small nuclear ribonucleoproteins, transcription initiation factors, RNA helicases of the DDX family, spliceosome-associated proteins such as the NHP2-like protein 1 as well as polyadenylation and export factors.

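Among splicing factors and other RNA-binding proteins, U2AF 35 kDa subunit, fragile X-related protein 2 and splicing factor 3A subunit 2 were raised at 4, 7 and 11 days post-refeeding, and U2AF 35 kDa subunit and fragile X-related protein 2 were lower again at 36 days. The splicing factor U2AF 35 kDa subunit, which helps to recognise the 3' splice site, rose 2.05-fold at 4 days (log2 change 1.04, standard error 0.12, adjusted p = 1.76e-08 from limma), with 9 of 9 fish above the fasted mean. The fragile X-related protein 2, an RNA-binding protein, had log2 changes of 0.96, 1.23, 1.08 and 0.23 at 4, 7, 11 and 36 days, and splicing factor 3A subunit 2 of 0.69, 0.64, 0.64 and 0.37. Both rose at 4, 7 and 11 days and neither was called at 36 days (adjusted p = 0.141 and 0.00114). Without fish far from their groups the changes at 36 days were larger, and just short of a call for the splicing factor. They were 0.34 (standard error 0.11, adjusted p = 0.0133 from limma) and 0.43 (standard error 0.08, adjusted p = 1.01e-04). U2AF 35 kDa subunit and fragile X-related protein 2 were lower at 36 than at 4 days, by log2 changes of -0.80 (adjusted p = 2.38e-06) and -0.73 (adjusted p = 1.79e-05). Of the 43 clones drawn in Fig. 4, 10 could be tested, all with a positive log2 change at 4, 7 and 11 days and all lower at 36 than at 4 days, with a median of -0.43. The calls as higher were 3, 3, 3 and 0 at 4, 7, 11 and 36 days, over clones that the study picked on these fish.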

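NHP2-like protein 1, heterogeneous nuclear ribonucleoprotein A0 and splicing factor arginine/serine-rich 2 had a value in more fish at 4 days than in fasted fish, by numbers that did not pass a test (Fisher's exact test, chosen after the data had been seen, adjusted p = 0.665, 0.811 and 0.811). The clone of NHP2-like protein 1 had a value in 2 of 8 fasted fish (0.82 ± 0.0523 (SD, n = 2)) and in 8 of 9 fish at 4 days (1.46 ± 0.231 (SD, n = 8)), 6 of 9 at 7 days (1.24 ± 0.344 (SD, n = 6)) and 7 of 8 at 11 days (1.22 ± 0.2 (SD, n = 7)). Heterogeneous nuclear ribonucleoprotein A0 was at 0.755 ± 0.0581 (SD, n = 4) in fasted fish, 1.33 ± 0.233 (SD, n = 9) at 4 days and 1.38 ± 0.229 (SD, n = 9) at 7 days, and splicing factor arginine/serine-rich 2 at 1.56 ± 0.21 (SD, n = 4), 2.48 ± 0.173 (SD, n = 9) and 2.48 ± 0.4 (SD, n = 8). These 3 clones had too few values for the test, and without the minimum of 5 fish per group the rises of ribonucleoprotein A0 at 4 and 7 days were called. Small nuclear ribonucleoprotein E could be tested, with log2 changes of 0.54, 0.44, 0.53 and 0.18 at 4, 7, 11 and 36 days (adjusted p = 1.95e-04 at 4 days from limma). For polyadenylate-binding protein 2 the log2 change was 0.37 at 4 days (adjusted p = 0.00749), and for THO complex subunit 4, an mRNA export factor, 0.41 (adjusted p = 1.26e-04), called with quantile normalization. The RNA helicase DDX24 and transcription initiation factor IIB each had a value in 1 fasted fish and cannot be compared with fasted muscle.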

**Figure 4:**
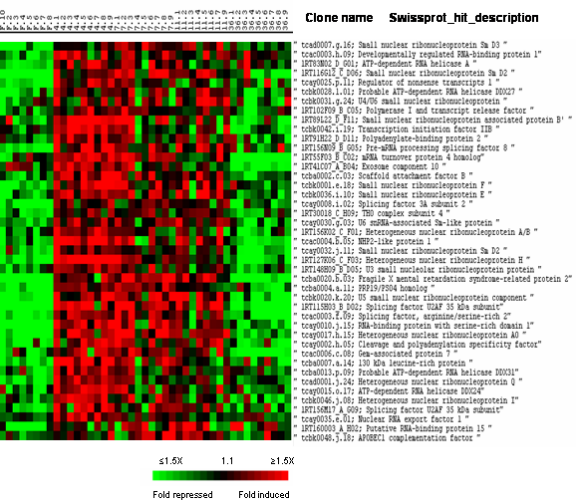
Supervised clustering of SAM selected genes belonging to cluster II and involved in RNA synthesis and processing. Columns as in figure 2.

Cluster II also comprised a large set of genes involved in various aspects of translation (Fig. 5). These genes encode translation initiation factors (including the SUI1 domain containing density-regulated protein DRP), elongation and peptide chain release factors, peptidyl-tRNA hydrolases and several aminoacyl-tRNA synthases. In addition to these genes, a large group (Fig. 6) of genes whose products regulate protein folding and maturation was also found in cluster II. 

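Of the translation factors, eukaryotic translation initiation factors 5 and 2 subunit 1 rose at 4, 7 and 11 days post-refeeding and were not called at 36 days. Eukaryotic translation initiation factor 5, which acts in start codon selection, had log2 changes of 0.73, 0.63, 0.67 and -0.00 at 4, 7, 11 and 36 days (adjusted p = 3.08e-08 at 4 days from limma, 9 of 9 fish above the fasted mean), and was lower at 36 than at 4 days (log2 change -0.73, adjusted p = 2.01e-08). Eukaryotic translation initiation factor 2 subunit 1 had log2 changes of 0.67, 0.78, 0.78 and 0.17, called at 4, 7 and 11 days. Glutaminyl-tRNA synthetase reached 0.50 at 7 days and 0.72 at 11 days, both called, and eukaryotic translation initiation factor 4 gamma 1 0.52 at 11 days (adjusted p = 5.07e-05). A clone of eukaryotic translation initiation factor 3 subunit 12 differed from these, with 0.20 at 4 days and a fall of -0.56 at 36 days (adjusted p = 3.75e-05). The density-regulated protein DRP was measured at 0.578 ± 0.0332 (SD, n = 3) in fasted fish, 1.04 ± 0.126 (SD, n = 9) at 4 days, 1.24 ± 0.125 (SD, n = 9) at 7 days and 1.35 ± 0.34 (SD, n = 8) at 11 days, with too few fasted fish for the test. Quantile normalization ended the calls of initiation factor 2 subunit 1 at 4 days, glutaminyl-tRNA synthetase at 7 days and initiation factor 4 gamma 1 at 11 days. Of the 25 clones in Fig. 5, which the study chose on these fish, 9 could be tested, all with a positive log2 change at 4, 7 and 11 days, and 2, 3, 4 and 0 were called as higher at 4, 7, 11 and 36 days.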

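Chaperones included the largest rise of any clone at 4 days, and 3 of them were still raised at 36 days. HSP 90-alpha went from 5.38 ± 0.811 (SD, n = 6) in fasted muscle to 20.5 ± 1.35 (SD, n = 8) at 4 days, 15.4 ± 3.54 (SD, n = 6) at 7 days, 17.0 ± 2.86 (SD, n = 7) at 11 days and 17.6 ± 5.26 (SD, n = 9) at 36 days. This was 3.84-fold at 4 days (log2 change 1.94, standard error 0.16, adjusted p = 8.37e-12 from limma), with 8 of 8 fish above the fasted mean, and the log2 change was 1.66 at 36 days (adjusted p = 6.37e-11). Peptidyl-prolyl cis-trans isomerase B, a folding enzyme of the secretory pathway, had log2 changes of 1.01, 1.27, 1.21 and 1.10 at 4, 7, 11 and 36 days, and the alpha subunit of T-complex protein 1, of the cytosolic chaperonin, of 0.86, 0.96, 0.89 and 0.79, all called. The beta subunit of T-complex protein 1 rose at 4 days (0.70) and 11 days (0.60), one of its theta subunit clones likewise (0.70 and 0.79), and the mitochondrial 10 kDa heat shock protein at 4 days (0.96, adjusted p = 8.33e-06). Of the 24 clones in Fig. 6, picked on these fish, 12 could be tested, and 6, 3, 5 and 3 of them were called as higher at 4, 7, 11 and 36 days. Quantile normalization ended the calls of isomerase B at 4 days, of the beta subunit at 11 days, of the theta subunit at 4 and 11 days and of the 10 kDa protein. The difference between 36 and 4 days was called for none of the 12 by limma (at an adjusted p under 0.05, 7 were lower at 36 days).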

Among these latter were several heat shock proteins (HSP), endoplasmin, several subunits (alpha, beta, gamma, theta, zeta and epsilon) of the chaperonin-containing complex TCP1 and seven peptidyl prolyl cis/trans-isomerases encoding genes (including genes encoding FK506-binding proteins) that are known to catalyze the *cis-trans *isomerization of prolyl bonds in oligopeptides and various folding states of proteins

**Figure 5:**
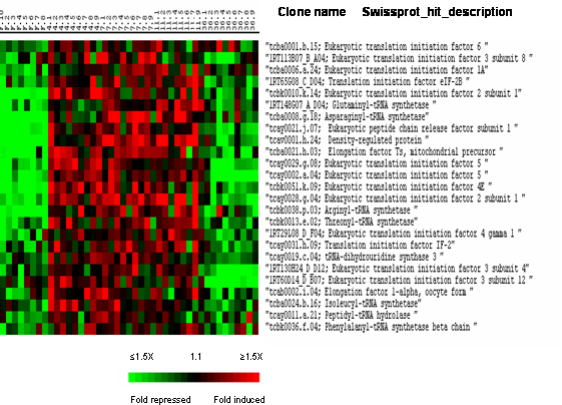
Supervised clustering of SAM selected genes belonging to cluster II and involved in translation. Columns as in figure 2.

**Figure 6:**
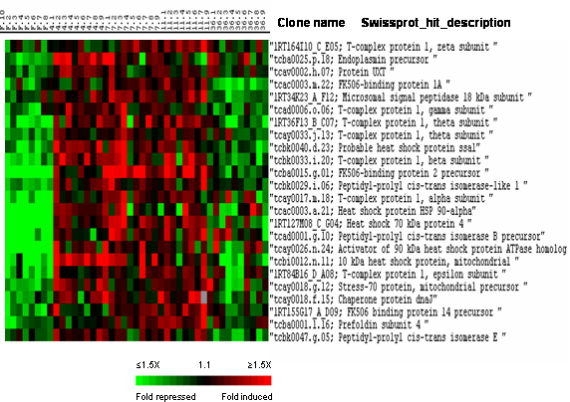
Supervised clustering of SAM selected genes belonging to cluster II and involved in chaperon activity. Columns as in figure 2.

Consistent with the induction of genes involved in protein biosynthesis, cluster II included a large number of genes involved in ribosome formation. This group of genes which is presented in Fig. 7 included structural genes encoding ribosomal proteins as well as several genes whose products regulate ribosome biogenesis among which were fibrillarin, nucleolin, Brix domain-containing proteins, PUA domain-containing hypothetical protein MJ1432, RRp5, BMS1 and SAS 10 (something about silencing protein 10). 

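Fibrillarin, which methylates ribosomal RNA in the nucleolus, and the nucleolar protein NOP5, its partner in box C/D particles, rose at 4 days. Fibrillarin rose 2.12-fold (log2 change 1.08, standard error 0.17, adjusted p = 1.13e-05 from limma), with 9 of 9 fish above the fasted mean, and NOP5 1.85-fold (log2 change 0.89, adjusted p = 1.17e-05). 40S ribosomal protein S19 had a log2 change of 0.16 at 4 days (adjusted p = 0.336). Brix domain containing protein 1 was at 0.662 ± 0.115 (SD, n = 3) in fasted fish and 1.36 ± 0.208 (SD, n = 9) at 4 days, and the RRP5 homolog at 0.691 ± 0.0342 (SD, n = 2) and 0.938 ± 0.0944 (SD, n = 8). Brix domain containing protein 2 had a value in 6 of 8 fasted fish (0.685 ± 0.0569 (SD, n = 6)), 1 of 9 at 4 days and 0 of 9 at 36 days. Hypothetical protein MJ1432 was at 0.475 ± 0.0264 (SD, n = 3) in fasted fish and 0.729 ± 0.0738 (SD, n = 5) at 4 days. Something about silencing protein 10 had a value in no fasted fish and in 6 fish at 4 days (2.06 ± 0.41 (SD, n = 6)). Of the 26 clones in Fig. 7, chosen by the study on the same fish, these last 5 and most others had too few values and 3 could be tested.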

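Fibrillarin and NOP5 had their highest means at 4 days and were lower at 36 than at 4 days. At 7, 11 and 36 days the log2 change against fasted fish was 0.64, 0.55 and 0.16 for fibrillarin, 0.31, 0.31 and -0.24 for NOP5, and 0.24, 0.22 and -0.17 for S19, none of them called. Set against 4 days, the log2 change at 7 days was -0.44 for fibrillarin (adjusted p = 0.189 from limma) and -0.58 for NOP5 (adjusted p = 0.0475), and at 11 days -0.54 (adjusted p = 0.0251) and -0.58 (adjusted p = 0.00803), which did not pass the test. At 36 days both were lower than at 4 days, with log2 changes of -0.92 (adjusted p = 2.40e-05) and -1.13 (adjusted p = 2.74e-07), while S19 was at -0.32 (adjusted p = 0.00616), which did not pass at 0.0001. For ribosomal proteins, the mitochondrial ribosomal protein L11 was at 1.15 ± 0.132 (SD, n = 4) in fasted fish, 1.34 ± 0.0886 (SD, n = 8) at 4 days, 1.4 ± 0.152 (SD, n = 9) at 7 days and 1.41 ± 0.22 (SD, n = 8) at 11 days. Whether regulators of ribosome biogenesis and ribosomal proteins differ in their course was not tested, since 1 ribosomal protein clone had enough values.

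**Figure D2:**
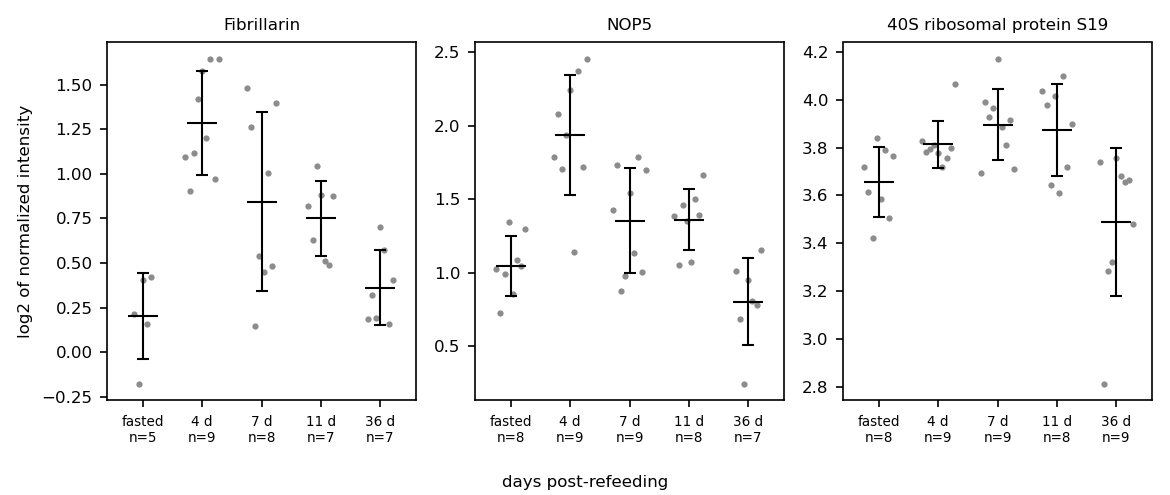
Log2 values (vertical axis) of fibrillarin, NOP5 and 40S ribosomal protein S19 per fish in fasted muscle and at 4, 7, 11 and 36 days post-refeeding (horizontal axis). Each point is 1 fish, bars are the mean and SD, and the number of fish with a value stands under each group. Fibrillarin and NOP5 have their highest means at 4 days.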

Interestingly, in contrast to ribosomal structural genes which displayed about uniform expression during the 4 to 11 days post refeeding period, most of the genes regulating ribosome biogenesis sub-clustered together (Fig. 7, upper part) peaking at 4 days post-refeeding.

**Figure 7:**
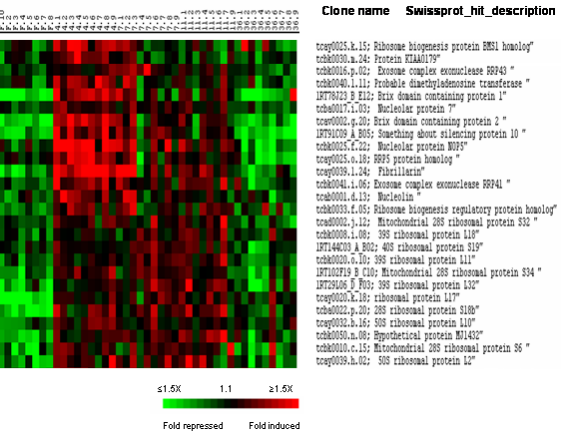
Supervised clustering of SAM selected genes belonging to cluster II and involved in ribosome formation. Genes regulating ribosome biogenesis segregate from genes encoding ribosomal proteins forming a subcluster peaking at 4 days post-refeeding. Columns as in figure 2.

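Transcripts of mitochondrial respiration had higher mean levels at 7 and 11 days than in fasted muscle, by amounts that mostly did not pass the test. Of the 29 clones in Fig. 8, which were picked on these fish, 14 could be tested, and all 14 had a positive log2 change against fasted fish at 4, 7 and 11 days, with medians of 0.30, 0.42 and 0.50, and a median of 0.21 at 36 days. The calls as higher were 1, 3, 2 and 1 at 4, 7, 11 and 36 days, and 5, 10, 13 and 4 at an adjusted p under 0.05 from limma. Chain 2 of NADH-ubiquinone oxidoreductase (complex I), which the mitochondrial genome encodes, rose 1.83-fold at 4 days, and the voltage-dependent anion-selective channel protein 3, a pore of the outer mitochondrial membrane, 1.65-fold at 7 days. No clone of Fig. 8 was called between 36 and 11 days by limma, where 7 were lower at 36 days at an adjusted p under 0.05.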

In accordance with an increase in cellular biosynthesis, a large number of genes involved in mitochondrial production of ATP grouped into cluster II (Fig. 8). Among them were several genes which are components of the oxidative phosphorylation system (chains 1, 2, 4 and 5 of the NADH-ubiquinone oxidoreductase, cytochrome c and ubiquinol-cytochrome c reductase complex subunits) as well as several genes of the ATP synthase complexes (alpha, beta and gamma chains). 

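Within the respiratory chain, chains 1 and 2 of NADH-ubiquinone oxidoreductase rose, and the ATP synthase chains had smaller changes. Chain 2 had log2 changes of 0.88, 0.88, 0.90 and 0.33 at 4, 7, 11 and 36 days (adjusted p = 1.17e-05, 8.36e-06, 6.81e-06 and 0.0639 from limma), with 9 of 9 fish above the fasted mean at 7 days. Chain 1 had log2 changes of 0.65, 0.74, 0.70 and 0.03, with an adjusted p of 8.31e-05 at 7 days, the time at which it was called, although not after each array was centred again on the clones with a value on all arrays. Chain 4 reached 0.65 at 11 days (adjusted p = 1.09e-04) and the core protein of the ubiquinol-cytochrome c reductase complex 0.51 (adjusted p = 0.0176). The ATP synthase alpha chain was at 0.48 (adjusted p = 0.00809), the gamma chain at 0.44 (adjusted p = 0.00586) and the beta chain, in its clones, at 0.44 and 0.51 (adjusted p = 0.00427 and 0.00183), none passing at 0.0001. Cytochrome c, which carries electrons to the terminal oxidase, was at 0.906 ± 0.185 (SD, n = 4) in fasted fish, 2.00 ± 0.294 (SD, n = 8) at 4 days, 2.08 ± 0.624 (SD, n = 9) at 7 days, 1.87 ± 0.28 (SD, n = 8) at 11 days and 1.53 ± 0.52 (SD, n = 7) at 36 days. With 4 fasted fish cytochrome c had too few values for the test, and its rises at 4, 7 and 11 days were called without the minimum of 5 fish per group.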

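Of the genes of mitochondrial import and membrane transport, the voltage-dependent anion-selective channel protein 3 rose at 7, 11 and 36 days. Its log2 changes at 4, 7, 11 and 36 days were 0.58, 0.72, 0.63 and 0.64 (adjusted p = 1.45e-04, 3.18e-06, 4.33e-05 and 2.57e-05 from limma), with 9 of 9 fish above the fasted mean at 7 days. Fish 3 at 36 days lay far above the others of its group, and without its value the log2 change at 36 days was 0.52 (standard error 0.10, adjusted p = 6.17e-05), and the one at 4 days was called as well, with an adjusted p of 1.14e-05. Quantile normalization ended its call at 11 days. The voltage-dependent anion-selective channel protein 2 had log2 changes of 0.24, 0.39, 0.34 and -0.03, with no adjusted p under 0.0001. TIM10 and TOM34, of the machinery that imports proteins into mitochondria, had a value in 5 and 4 of the 43 fish, too few for any comparison.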

Along with these genes involved in energy production, we observed the induction of several genes important for mitochondrion formation or biogenesis such as TIM10 (a mitochondrial import inner membrane translocase), TOM34 (a mitochondrial import receptor subunit), voltage-dependant anion-selective channel protein 2 and 3 and the metalloprotease AFG3-like protein 1. 

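Succinyl-CoA ligase, an enzyme of the citric acid cycle, had log2 changes of 0.27, 0.36, 0.45 and 0.34 at 4, 7, 11 and 36 days against fasted muscle. The adjusted p was 0.0733, 0.00683, 8.28e-04 and 0.00728 (limma), with 8 of 8 fish above the fasted mean at 11 days, so that the rise did not pass at 0.0001. The E1 alpha subunit of pyruvate dehydrogenase, which feeds the cycle, had a value in 4 of the 43 fish and could not be compared.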

Some enzymes of the mitochondrial matrix such as pyruvate dehydrogenase isoforms and succinyl-CoA ligase were also found in this cluster. Consistent with a stimulation of mitochondrial biogenesis the gene encoding the mitochondrial single-stranded DNA-binding protein (Mt-SSB) involved in mitochondrial DNA replication was also up-regulated.

**Figure 8:**
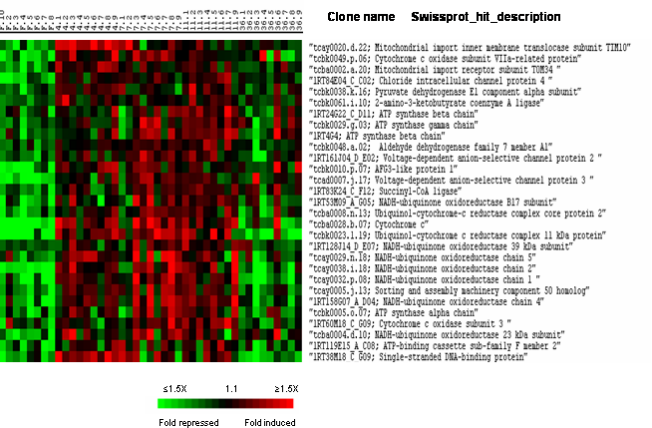
Supervised clustering of SAM selected genes belonging to cluster II and involved in mitochondrion biogenesis and activity. Columns as in figure 2.

Cluster II also contained several genes characteristically expressed during cell proliferation (Fig. 9). These genes are involved in DNA replication (mcm3, mcm6, DNA2-like homolog, DNA topoisomerase I and origin recognition complex subunit 4), progression through the cell cycle (G1/S-specific cyclin D2, CDK5 regulatory subunit, Wee1-like protein kinase, mitogen-activated protein kinase 9, M-phase induced phosphatase 2, pelota homolog and tumor protein D53 homolog), chromosome condensation (histone H2Az, H3, H5A, chromobox protein homolog 3 and regulator of chromosome condensation) or associated with proliferation (protein 2G4).

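G1/S-specific cyclin D2, which drives entry into the cell cycle, rose after refeeding, with its highest mean at 11 days. Its log2 changes at 4, 7, 11 and 36 days were 0.74, 1.07, 1.25 and 0.56 (standard error 0.11, adjusted p = 5.74e-12 at 11 days from limma), with 8 of 8 fish above the fasted mean at 11 days, a 2.37-fold rise. At 36 days fish 10 lay far above its group, and without it the log2 change was 0.50 (standard error 0.11, adjusted p = 2.21e-04), which is no longer under 0.0001. The DNA2-like homolog, a helicase and nuclease of DNA replication, had log2 changes of 0.60, 0.71 and 0.68 at 4, 7 and 11 days, all called, and at 4 days of 0.55 (standard error 0.11, adjusted p = 3.56e-04) without fasted fish 5, whose value was far below the others, which ends that call, as quantile normalization does. Mitogen-activated protein kinase 9 was at 0.45 at 11 days (adjusted p = 8.12e-04). Wee1-like protein kinase was at 1.38 ± 0.125 (SD, n = 3) in fasted fish and 2.92 ± 2.73 (SD, n = 6) at 4 days, and the pelota homolog at 1.14 ± 0.193 (SD, n = 4) and 1.48 ± 0.142 (SD, n = 6), with too few values for a test. Of the 22 clones in Fig. 9, a selection made on these fish, 6 could be tested and 2, 2, 2 and 1 were called as higher at 4, 7, 11 and 36 days.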

**Figure 9:**
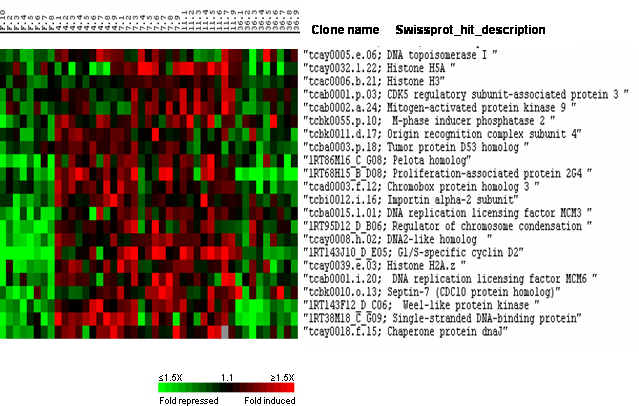
Supervised clustering of SAM selected genes belonging to cluster II and involved in cell division and chromatin assembly. Columns as in figure 2.

Among the most differentially regulated genes with miscellaneous functions and belonging to cluster II, we found uridine-cytidine kinase 2, various genes preventing cell apoptosis such as MCL1. Genes whose products mediate cAMP-dependant signalling such as the cAMP-dependent protein kinase beta catalytic subunit were also present. Among the genes belonging to cluster II with unknown functions we found C9orf32, the surfeit locus protein 2 and 4 encoding genes, the genes for the hypothetical protein ZK637.2 and for the hypothetical WD-repeat protein C1A6.02 in chromosome I.

### Genes up-regulated 7–36 days after refeeding (cluster III)

Cluster III that contained approximately 480 genes up-regulated 7 to 36 days post refeeding was enriched in genes that encode components of the reticulum and Golgi apparatus such as triadin, and exostosin-2, and proteins involved in transport from the reticulum to the Golgi apparatus including golgi SNAP receptor complex member 1 (Fig. 10). 

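In the third profile levels climbed from 7 days on and were still raised at 36 days. The mean log2 change against fasted fish was 0.21 ± 0.19, 0.48 ± 0.27, 0.67 ± 0.30 and 0.74 ± 0.25 at 4, 7, 11 and 36 days (± SD over 61 clones). SEC22b, a protein of vesicle traffic between the reticulum and the Golgi apparatus, was at 2.41 ± 0.476 (SD, n = 4) in fasted fish, 3.71 ± 0.554 (SD, n = 7) at 4 days, 4.77 ± 0.505 (SD, n = 8) at 7 days, 6.45 ± 1.02 (SD, n = 8) at 11 days and 6.29 ± 1.32 (SD, n = 9) at 36 days. Triadin, which links calcium release to the sarcoplasmic reticulum, was at 1.51 ± 0.142 (SD, n = 4) in fasted fish and 2.35 ± 0.403 (SD, n = 7) at 36 days. Oxysterol-binding protein 1, which moves sterols between membranes, rose by a log2 change of 0.49 at 36 days (standard error 0.10, adjusted p = 9.89e-05 from limma), 9 of 9 fish above the fasted mean, and was higher at 36 than at 4 days by 0.55 (adjusted p = 3.28e-05). SEC22b and triadin each had a value in 4 fasted fish and were outside the test, and without the minimum of 5 fish per group SEC22b had a log2 change of 1.42 at 11 days, which was called. Exostosin-2 had a value in 2 of the 43 fish, and of the 21 clones in Fig. 10, selected on these fish, 10 had none and 4 could be tested.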

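Clones of myosin light chain 1 and of myosin light polypeptides 4 and 6 rose at 7 or 11 days and were still raised at 36 days, while troponin T and tropomyosin alpha 4 were called at 7 or 11 days but not at 36 days. The clone of myosin light polypeptide 4 had log2 changes of 0.40, 0.88, 0.96 and 1.19 at 4, 7, 11 and 36 days (standard error 0.14, adjusted p = 6.07e-09 at 36 days from limma), with 9 of 9 fish above the fasted mean at 36 days. Cardiac-type myosin light chain 1 had log2 changes of 0.37, 0.87, 0.95 and 1.03, and the skeletal isoform of 0.16, 0.39, 0.54 and 0.66. Tropomyosin alpha 4 chain, which lies along the actin filament, rose at 11 days by 0.89 (adjusted p = 7.16e-06). Troponin T rose at 7 and 11 days by 1.18 and 1.22, and by 0.90 (standard error 0.16, adjusted p = 2.85e-05) and 0.94 (standard error 0.16, adjusted p = 1.53e-05) without fasted fish 2, whose value was far below the others. At 36 days troponin T was at 0.94 (adjusted p = 5.59e-04) and tropomyosin alpha 4 at 0.70 (adjusted p = 1.23e-04), the latter being called without fish 3 of 36 days and fish 10 of 7 days, which lay far from their groups, at 0.77 (standard error 0.13, adjusted p = 1.57e-05). Quantile normalization ended the calls of troponin T and of skeletal myosin light chain 1 at 11 days. Nebulin, a template of the thin filament, was at 0.46 at 11 days (adjusted p = 0.00318), and actin-related protein 2/3 complex subunit 3 at 0.52 at 36 days (adjusted p = 9.90e-04), neither of which passed. Skeletal alpha actin was at 9.23 ± 2.21 (SD, n = 8) in fasted fish, 15.5 ± 1.49 (SD, n = 9) at 4 days, 16.6 ± 4.8 (SD, n = 3) at 7 days and 20.0 ± 5.55 (SD, n = 4) at 36 days, with no value in any fish at 11 days, so that it was outside the test. Of the 27 clones in Fig. 11, which the study chose on these fish, 16 could be tested, all with a positive log2 change at 7, 11 and 36 days, and 0, 4, 8 and 7 were called as higher at 4, 7, 11 and 36 days.

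**Figure D3:**
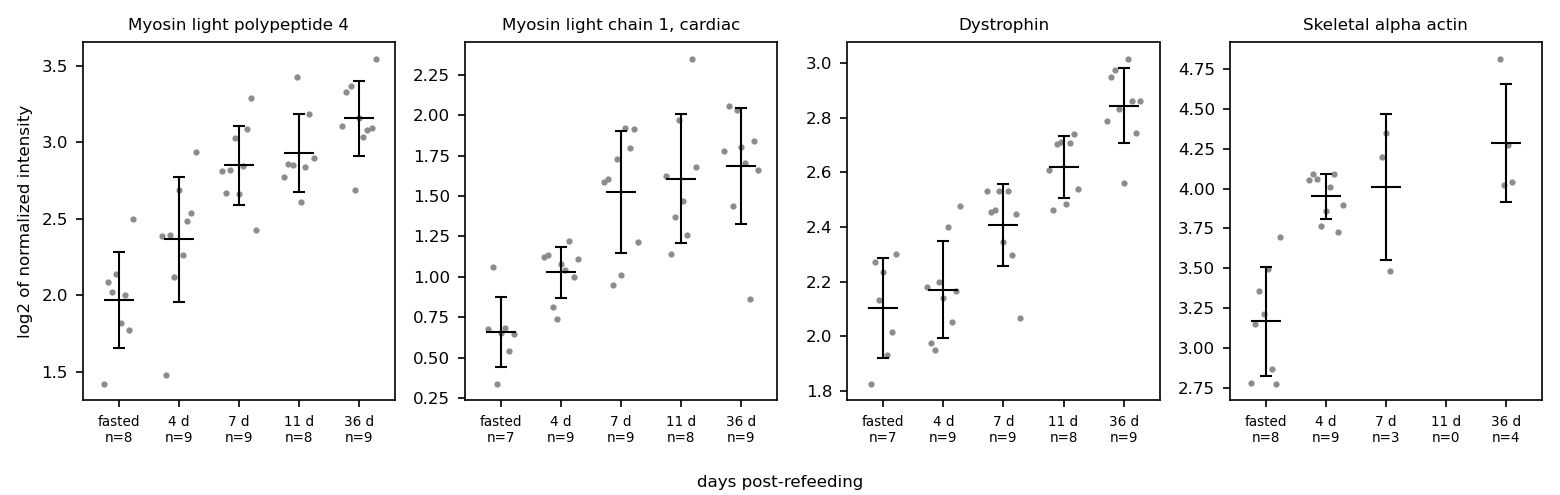
Log2 values (vertical axis) of myosin light polypeptide 4, cardiac-type myosin light chain 1, dystrophin and skeletal alpha actin per fish in fasted muscle and at 4, 7, 11 and 36 days post-refeeding (horizontal axis). Each point is 1 fish, bars are the mean and SD, and the number of fish with a value stands under each group. Skeletal alpha actin has no value at 11 days.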

Numerous genes in cluster III function in actin cytoskeletal rearrangements (including dynactin subunit 6, actin-like protein 3, actin-related protein 2/3 complex subunits and ankyrins) and organisation of the sarcomere (skeletal actin, myosins, tropomyosins, troponins, nebulin) (Fig. 11). Also were grouped in cluster III several collagen genes (collagen alpha 1(I), alpha 2(I), alpha 5 (IV) and alpha 1 (V) chains) that participate in the synthesis of the muscle extracellular matrix. Among the genes of cluster III with miscellaneous function were several Ras-related proteins such as Rab-24, Rab-26, and Rab-11b, several members of the glutathione S-transferase family, the bifunctional methylene tetrahydrofolate precursor and the myeloid leukaemia factor 1 (MLF1).

**Figure 10:**
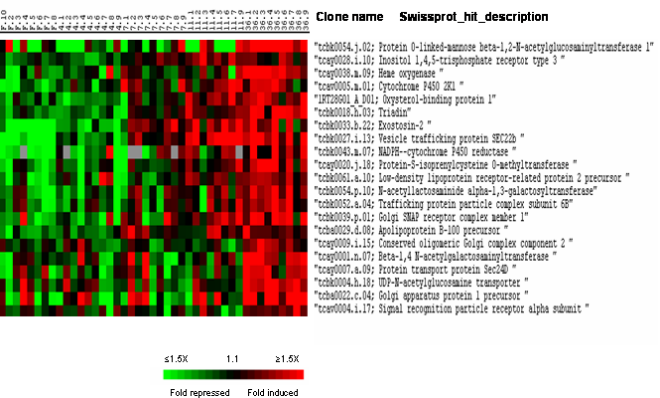
Supervised clustering of SAM selected genes belonging to cluster III and IV and involved in reticulum and Golgi dynamics. Columns as in figure 2.

**Figure 11:**
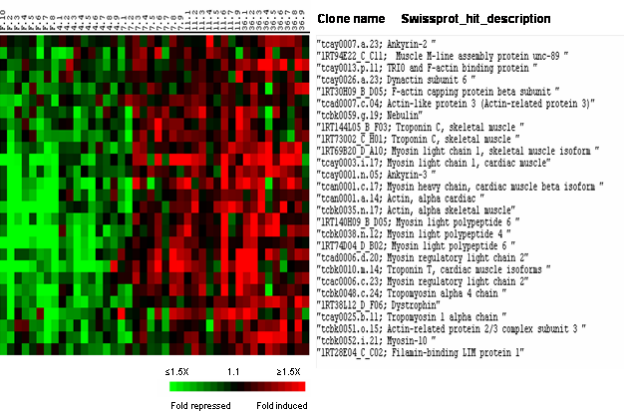
Supervised clustering of SAM selected genes belonging to cluster III and involved in cytoskeletal and myofibrillar organisation. Columns as in figure 2.

### Genes up-regulated in the muscle of 36 days refed trout (cluster IV)

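The smallest profile held 24 clones, with the highest mean at 36 days. Their mean log2 change against fasted fish was 0.53 ± 0.40, 0.75 ± 0.51, 0.76 ± 0.49 and 1.04 ± 0.34 at 4, 7, 11 and 36 days (± SD over clones). Among clones with a name the profile held peptidyl-prolyl cis-trans isomerase B and the voltage-dependent anion-selective channel protein 3, of which the isomerase had already risen at 4 days. Unlike the profile mean, both had their highest log2 change at 7 days (1.27 and 0.72, against 1.10 and 0.64 at 36 days). The size of this profile varied most of the 4 with the clones entered, since K-means on the 776 clones at an adjusted p under 0.05 gave 190, 202, 170 and 214 clones.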

Cluster IV contained fewer (less than 200) genes compared to the other clusters. As observed for cluster III, cluster IV comprised several genes regulating reticulum and Golgi biogenesis and activity such as glycosyltransferases and the protein transport Sec24D (Fig. 10). 

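Protein-S-isoprenylcysteine O-methyltransferase, an enzyme of the reticulum membrane, rose at 36 days, and clones of glycosyltransferases had their highest means there. The methyltransferase had log2 changes of 0.06, 0.17, 0.38 and 0.61 at 4, 7, 11 and 36 days (standard error 0.12, adjusted p = 6.43e-05 at 36 days from limma), with 9 of 9 fish above the fasted mean. The N-acetyllactosaminide alpha-1,3-galactosyltransferase had log2 changes of 0.12, 0.34, 0.40 and 0.71 and the beta-1,4 N-acetylgalactosaminyltransferase of 0.07, 0.11, 0.11 and 0.58, with an adjusted p of 1.10e-04 and 7.29e-04 at 36 days, which did not pass at 0.0001 (the galactosyltransferase did with array weights). Against 4 days they were at 0.59 (adjusted p = 0.00105) and 0.51 (adjusted p = 0.00256) at 36 days. The clone of Sec24D had no value on any array.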

A distinctive feature of cluster IV was to contain several genes encoding glycolytic enzymes (triose-phosphate isomerase, 6-phosphofructokinase, alpha-enolase and phosphoglycerate kinase). In addition, cluster IV contained several genes involved in lipid biosynthesis such as 24-dehydrocholesterol reductase precursor, ethanolamine kinase, Scavenger receptor class B member 1 and 1-AGP acyltransferase.

### Functional categorization of genes contained in clusters I–IV as shown by GoMiner algorithm

To further assess the enrichment of a particular functional class of genes in each cluster we used the GoMiner algorithm [13]. Given that the GO data bases that served as input for GoMiner did not encompass the whole of genes present in our membrane only a subset of genes contained in cluster I–IV was selected for GoMiner analysis. Nevertheless, in agreement with the detailed identification of the genes contained in the different clusters (see above), the GoMiner notably highlighted an enrichment of cluster I for genes regulating protein degradation while cluster II was found to be enriched for genes involved in RNA metabolism (and more particularly rRNA metabolism), ribosome biogenesis, mitochondrion, translation and protein folding (Fig. 12). On the other hand, cluster III was particularly found to be enriched for genes participating in actin cytoskeleton and myofibrillar organisation (Fig. 12). This functional categorization was supported by probability values (Fig. 12) which yielded the measure of the likelihood that a particular biological process was overrepresented in a cluster compared with that expected by random selection from the SAM list.

**Figure 12:**
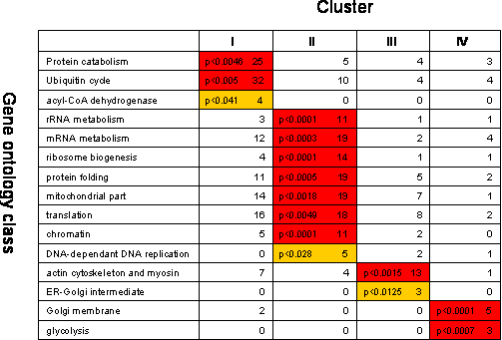
Ontology-matrix showing functional grouping of genes belonging to clusters I–IV. The enrichment of genes of a given functional class is indicated for each cluster. Also are represented the p-values. Dark and light colors represent P-values of < 0.005 and < 0.05 respectively

### Transcriptional regulators induced during muscle recovery growth

Some of the genes induced during muscle recovery growth were themselves regulators of transcription (Fig. 13). 

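Of the transcription regulators that could be tested, Twist related protein 2 rose at 11 and 36 days and the homeobox protein Hox-C9 at 36 days. Twist related protein 2, a basic helix-loop-helix factor, had log2 changes of 0.07, 0.44, 0.66 and 0.56 at 4, 7, 11 and 36 days, called at 11 and 36 days (standard error 0.11, adjusted p = 7.99e-06 at 11 days from limma, 8 of 8 fish above the fasted mean). At 36 days Hox-C9 had a log2 change of 0.78 and the LIM domain factor LMO4 of 0.49, both called, but LMO4 was at 0.42 (standard error 0.09, adjusted p = 1.94e-04) without fish 3, which ends its call. Of the 32 clones in Fig. 13, chosen on these fish, 12 had no value on any array and 7 could be tested, of which 0, 0, 1 and 3 were called as higher at 4, 7, 11 and 36 days. The median log2 change of the 7 clones was 0.21, 0.35, 0.54 and 0.56.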

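The factor ATF4 and a clone related to CREB3 had higher mean levels at 4, 7 and 11 days than in fasted muscle, and ATF4 had too few fasted fish for the test. The cyclic AMP-dependent factor ATF4 was at 1.6 ± 0.242 (SD, n = 4) in fasted fish, 2.44 ± 0.432 (SD, n = 9) at 4 days, 2.5 ± 0.45 (SD, n = 9) at 7 days, 2.74 ± 0.345 (SD, n = 8) at 11 days and 1.99 ± 0.567 (SD, n = 7) at 36 days. The nucleolar protein LYAR was at 0.921 ± 0.145 (SD, n = 7) at 4 days, 1.23 ± 0.147 (SD, n = 8) at 7 days and 1.28 ± 0.279 (SD, n = 8) at 11 days, with a value in 1 fasted fish. The clone related to CREB3 could be tested, with log2 changes of 0.22, 0.35, 0.48 and 0.16 at 4, 7, 11 and 36 days (adjusted p = 0.00175 at 11 days from limma). The clone of SF-1 had a value in 5 of the 43 fish.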

Among those present in cluster II, were two cyclic AMP-dependent transcription factors closely related to CREB3 and to ATF4 respectively, MEF2a, SF-1/fushitarazu homolog 1 related protein, cell growth regulating nucleolar protein LYAR, apoptosis-antagonizing transcription factor AATF and an unidentified zinc finger protein encoding gene. 

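Hox-C9 and LMO4, a cofactor of LIM homeodomain proteins, were highest at 36 days, and SOX-11 and the homeodomain-only protein Hop at 11 days. Hox-C9 had log2 changes of 0.17, 0.34 and 0.54 at 4, 7 and 11 days, and of 0.07, 0.24 and 0.52 without 2 fish far from their groups. These were fasted fish 7 and fish 3 of 11 days. The rise of Hox-C9 at 36 days had an adjusted p of 5.41e-06 from limma, with 9 of 9 fish above the fasted mean. LMO4 had log2 changes of 0.21, 0.23 and 0.42 at 4, 7 and 11 days, and at 36 days of 0.42 (standard error 0.09, adjusted p = 1.94e-04) without fish 3, which lay far above its group, so that the call at 36 days rests on that fish (quantile normalization ended it too). SOX-11 had log2 changes of 0.25, 0.48, 0.65 and 0.56 at 4, 7, 11 and 36 days, with a lowest adjusted p of 1.62e-04 at 11 days, and was called at 11 and 36 days with array weights. Hop was at 0.476 ± 0.131 (SD, n = 2) in fasted fish, 0.482 ± 0.0586 (SD, n = 6) at 4 days, 0.622 ± 0.101 (SD, n = 8) at 7 days, 0.72 ± 0.141 (SD, n = 8) at 11 days and 0.712 ± 0.11 (SD, n = 8) at 36 days. The CREB1-related clone was bright, at 15.7 ± 3.71 (SD, n = 4) in fasted fish and 23.0 ± 3.78 (SD, n = 2) at 36 days, and was missing in most fish. MTF1, Lhx8 and Hox-B1 had no value on any array.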

Cluster III included MTF1, the LIM/homeobox protein Lhx8, the homeobox proteins Hox-C9 and Hox-B1, the LIM domain containing transcription factor LMO4, the Homeodomain only protein Hop, a CREB1 related protein, sox11 as well as four unidentified zinc finger protein encoding genes. In addition to transcriptional regulators that trigger gene-specific expression by binding to sequence of promoters, we found other genes overexpressed during muscle recovery growth which potentially control gene expression by inducing histone modifications (SmyD1) or DNA modification (DNMT1 and DNMT2).

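SmyD1, a histone methyltransferase of striated muscle, was not called as different from fasted muscle by limma, whereas SAM at a false discovery rate of 5% called it in at least 1 comparison. Its log2 changes were -0.09, 0.13, 0.30 and 0.03 at 4, 7, 11 and 36 days (standard error 0.13 at 11 days), and the adjusted p from limma was 0.742, 0.473, 0.0826 and 0.858, none of which passed. At 11 days 7 of 7 fish lay above the fasted mean. The level of SmyD1 was 4.73 ± 0.602 (SD, n = 8) in fasted fish and 5.8 ± 0.478 (SD, n = 7) at 11 days. DNMT1 had no value on any array and DNMT2 had one in 2 fish, so that neither could be compared.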

**Figure 13:**
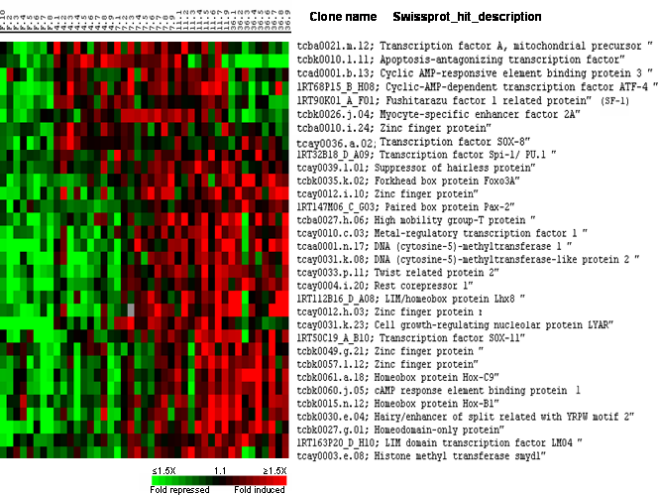
Supervised clustering of SAM selected genes induced during muscle recovery growth and involved in transcriptional regulation. Columns as in figure 2.

### Validation of the microarray gene expression data

The accuracy and reliability of the results obtained with microarrays were tested by quantitative RT-PCR (Q-PCR) of 10 selected genes belonging to different functional classes. The gene expression levels obtained by Real-time PCR were normalized to that of the 18s. A good agreement was observed between microarray and Q-PCR analysis (Fig. 14) with discordant results obtained for only two genes. Thus, differential expression detected by microarray analysis is highly predictive of expression levels measured with an independent methodology such as Q-PCR (80% confirmation).

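Fibrillarin is the clone of Fig. 14 listed most evenly over the groups, and on the linear scale its value was 1.16 ± 0.185 (SD, n = 5) in fasted fish, 2.48 ± 0.502 (SD, n = 9) at 4 days, 1.89 ± 0.649 (SD, n = 8) at 7 days, 1.7 ± 0.246 (SD, n = 7) at 11 days and 1.3 ± 0.195 (SD, n = 7) at 36 days. The transcription factor MEF2A, which had values in 4 to 9 fish per group, was measured in 7 fasted fish and in 4 fish at 36 days at the same mean, 1.01, and was highest at 7 days. The apoptosis-antagonizing transcription factor AATF was at 0.623 ± 0.0186 (SD, n = 4) in fasted fish, 0.92 ± 0.113 (SD, n = 8) at 4 days and 0.845 ± 0.0609 (SD, n = 8) at 7 days, and DRP at 0.896 ± 0.145 (SD, n = 5) at 36 days. FK506-binding protein 2, a folding enzyme, had no value in fasted fish and was at 0.755 ± 0.122 (SD, n = 4) at 4 days, 0.978 ± 0.139 (SD, n = 7) at 7 days and 1.1 ± 0.187 (SD, n = 6) at 11 days. Heterogeneous nuclear ribonucleoprotein H had no value in fasted fish and was at 1.66 ± 0.302 (SD, n = 3) at 4 days and 1.24 ± 0.167 (SD, n = 4) at 7 days. Apart from fibrillarin none of these clones had a value in at least 5 fish of every group, so their levels are given without a test, and the Q-PCR values were not analysed here.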

**Figure 14:**
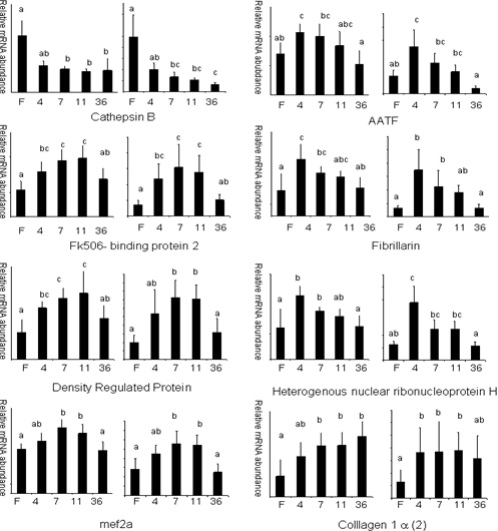
Relative mRNA expression levels of selected genes in muscle from fasted (F), 4 (4), 7 (7), 11 (11) and 36 (36) day-refed trout as obtained by microarray hybridisation (left) and Q-PCR (right). The mRNA levels measured by Q-PCR were normalized to levels of 18S rRNA. Bars sharing the same letter(s) are not significantly different (p < 0.05).

## Discussion

In this study we used high density cDNA arrays to describe the changes in gene expression during muscle recovery induced by a fasting-refeeding sequence. Statistical analysis of the microarray data and transcriptional profiling led to the identification of 4 major temporally distinct clusters. The detailed identification of the genes contained in each cluster along with a Gominer analysis showed that these clusters contained genes involved in distinct biological functions.

In agreement with the proteolytic and lypolytic responses to starvation described in mammals [14] a large set of genes overexpressed in the muscle of fasted trout and down-regulated after refeeding, revealed an adaptation program that favours fatty acid oxidation and protein degradation to fuel metabolism. Two pathways of proteolysis appeared to be mobilized in the muscle of fasted trout: the lysosomal system as revealed by the up-regulation of several cathepsins and the ubiquitin-proteasome system, as indicated by the overexpression of numerous components involved in its activity. On the other hand, in agreement with a previous report showing that transcripts of calpains are not changed in muscle proteolysis of gravid trout [15], calpain genes were not found to be up-regulated in fasted trout muscle. Overall our data are consistent with the notion that most of the accelerated proteolysis in muscle is due to an activation of the Ub-proteasome pathway [16]. Supporting an increased protein degradation relative to synthesis due to food deprivation, starved trout muscle contained high levels of the transcript for tuberous sclerosis component 2 (TSC2) which has been shown, in mammals, to inhibit mTOR a positive regulator of cell growth and proliferation [17], and of the transcript encoding the translational repressor 4E-BP1, which presumably reinforces the inhibition of cap-dependent translation resulting from inactivation of Akt/mTOR [17].

Most of the genes that were up-regulated during muscle recovery growth fell into three major clusters (II–IV) with distinct temporal profiles and showed remarkable consistency in their functional categories. Cluster II which corresponds to the first phase of muscle recovery contained a large set of genes that stimulate cellular biosynthesis. This cluster included genes involved in transcript processing, translation or involved in ribosome production. A large number of genes was also found in this cluster that are involved in post-translational modifications of nascent proteins such as heat shock proteins, subunits of the chaperonin containing t-complex polypeptide 1 and peptidyl-prolyl cis trans isomerases that are chaperone enzymes which alter the peptide bond between a given amino acid and a proline, changing it from the *cis *to the *trans *conformation and *vice versa*. Interestingly, it has been previously reported in zebrafish that the heat shock protein hsp90 alpha not only participates in the correct protein folding but also plays a specific role in the normal process of myogenesis [18]. Given that hyperplasia (neosynthesis of myofibres) contributes to muscle growth in fish [19], it can be speculated that an elevated level of hsp 90 alpha in recovering muscle is at least in part related to the differentiation of neomyofibres. Several genes up-regulated during muscle recovery encode protein regulating the cell cycle and mitosis. This suggests, in agreement with a previous work carried out in the Antarctic fish *Notothenia coriiceps *[2] that cell proliferation is stimulated by feeding, increasing myoblast fusion into new myotubes (hyperplasia) and providing a source of nuclei as muscle fibres increase in diameter (hypertrophy). Consistent with cell cycle progression and cellular growth, which require adjustment in mitochondrial ATP production, cluster II was found to contain several transcripts that encode proteins required for oxidative respiration and ATP synthesis or involved in mitochondrial biogenesis.

Cluster III contained genes associated with Golgi and reticulum dynamics. The induction of these genes, most of which participate in post-translational modifications and transport of proteins, is consistent with the enhancement, 4 to 11 days post refeeding, of the protein synthesis machinery. A striking feature of cluster III is the presence of a large set of genes encoding cytoskeletal proteins and sarcomeric proteins involved in contractile functions. 

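Dystrophin and 3 myosin clones were higher at 36 than at 4 days. All 16 clones of Fig. 11 that could be tested had a positive log2 change from 4 to 36 days, with a median of 0.49, and 4 of them were called. These were dystrophin, which ties the cytoskeleton to the membrane (0.67, standard error 0.08, adjusted p = 2.01e-08 from limma), myosin light polypeptide 4 (0.79), a clone of myosin light polypeptide 6 (0.50) and myosin-10 (0.63). Dystrophin was at log2 changes against fasted fish of 0.07, 0.31, 0.52 and 0.74 at 4, 7, 11 and 36 days. From 4 to 11 days none of the 16 was called by limma (11 at an adjusted p under 0.05), although all 16 were positive, with a median of 0.45. The set was drawn by the study on these fish, so the shared direction is not independent evidence. From the late expression of these genes and of matrix genes, the paper concludes that myofibre and muscle remodelling take place late in recovery growth.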

At the same time are induced several transcripts encoding matrix compounds such as chains of the fibril forming collagen I which is the major collagen of intramuscular connective tissue in fish [20]. All these expressions that evoke the muscle regenerative response that follows cardiotoxin delivery in mouse [21] show that myofiber and muscle remodelling occur at a late time period of muscle recovery growth. As in cluster III, cluster IV contained genes regulating Golgi and reticulum biogenesis and activity but differed by the presence of genes with a role in carbohydrate metabolism and lipid biosynthesis. The increased expression in recovering trout muscle of genes involved in glycolysis is in agreement with recent data showing that atrophying muscle of gravid trout has low levels of transcripts encoding many glycolytic enzymes [15].

Among the transcriptional regulators induced in recovering muscle was found MEF2a. The transcription factors of the MEF2 family bind to an A/T rich sequence present in many muscle-specific promoters and enhancers [22]. Supporting a role of MEF2a in transcription of fish contractile protein encoding genes, MEF2 sites have been identified in carp myosin promoters [23] and MEF2a knockdown in zebrafish has been shown to induce a down regulation of a large set of transcripts for gene encoding contractile proteins such as troponins, myosin heavy and light chains and α-tropomyosin [24]. Interestingly MEF2a induction in recovering muscle precedes that of the sarcomeric protein encoding genes. This temporal sequence is in accordance with a function of MEF2a in the burst of myofibrillar protein encoding genes activation observed during muscle compensatory growth. Also were induced Sox8, Sox11 and the LIM-only protein gene LMO4. 

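MEF2A, a transcription factor of muscle genes, was at 1.01 ± 0.123 (SD, n = 7) in fasted muscle, 1.16 ± 0.157 (SD, n = 7) at 4 days, 1.45 ± 0.146 (SD, n = 9) at 7 days, 1.38 ± 0.165 (SD, n = 6) at 11 days and 1.01 ± 0.0658 (SD, n = 4) at 36 days. It had a value in too few fish at 36 days for the test, and without the minimum of 5 fish per group its log2 change was 0.20 at 4 days (adjusted p = 0.216 from limma) and 0.53 at 7 days (adjusted p = 6.22e-05). Of the sarcomeric clones, cardiac-type myosin light chain 1 and myosin light polypeptide 4 were called from 7 days on, and at 4 days had an adjusted p of 0.115 and 0.0619. Dystrophin was first called at 11 days (adjusted p = 0.00622 at 7 days and 8.65e-06 at 11 days). Skeletal alpha actin, outside the test, was higher at 4 days, with log2 values of at least 3.73 against at most 3.70 in fasted fish. The order of MEF2A and these genes was not tested.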

All these genes are expressed in the fish differentiating embryonic myotome [[25] and [26]; Dumont and Rescan: unpublished results] suggesting that their expression in recovering muscle relates to the formation of new differentiating muscle fibres. Also the induction of Hop (Homeodomain only protein) in trout recovering muscle is of interest because Hop has been recently reported in mammals to regulate skeletal myoblast differentiation and to play a critical role in muscle regeneration [27]. The induction of three cyclic AMP-responsive element binding proteins (ATF4, CREB1 and CREB3) along with cAMP-dependent protein kinase subunits suggests a possible role of cyclic AMP signalling in the recruitment of new myofibres during muscle recovery. Supporting this view, it has been reported in amniotes that the cAMP pathway participates in the regulation of myogenesis [28] involving a CREB-mediated transcription [29] and that ATF4 is induced during *in vitro *differentiation of human skeletal myoblasts [30]. In addition to the induction of transcriptional regulators that exert their function at the nuclear genome level, we observed the up-regulation of the transcription factor A that is a key activator of mitochondrial transcription and a participant in mitochondrial genome replication [31] Several other genes up-regulated during muscle recovery growth fall within the transcriptional regulator class. These genes either have homology to known sequences, but no demonstrated function in muscle development and growth (for example: LYARR, the leucine zipper containing factor AATF and PU.1) or have no homology to any known sequence (in particular most of the zinc finger protein genes). All these genes deserve in-depth studies: it would be of interest in particular to identify their individual function in fish muscle development and growth using antisens morpholino oligonucleotides and to further characterize their gene targets. In addition to the up-regulation of transcription factors, some genes related to chromatin remodelling or DNA modification also were found to be induced in recovering muscle. Thus we observed the induction of the chromatin remodelling protein SmyD1 and that of two DNA (cytosine-5) methyl transferases (DNMT1 and DNMT2). SmyD1 has been recently shown to have a major role in myofibril organisation in the zebrafish embryo [32]. Consistent with such a function in recovering trout muscle it is interesting to note that SmyD1 is coexpressed with genes encoding sarcomeric proteins. In relation to a function for DNMT1 in muscle growth, it has been reported that forced expression of DNMT1 in murine C2C12 myoblasts causing *de novo *methylation in the MyoD gene induced its expression and stimulated myogenesis [33].

## Conclusion

Our microarray analysis shows that genes overexpressed in recovering muscle fall into distinct groups with distinct temporal profiles which showed remarkable consistency in their functional classes. The early phase of muscle recovery was associated with dramatic transient induction of a large number of genes functionally related to RNA processing, translation, maturation of proteins, ribosome biogenesis, cell proliferation and mitochondrial bioenergetics. In a later and more sustained phase several genes regulating Golgi and reticulum dynamics and genes involved in muscle remodelling were induced. The generation of a database of novel genes associated with muscle recovery growth will help investigations on genes, pathways or cellular process involved in muscle growth and regeneration.

## Methods

### Animals and experimental design

Investigations were conducted in agreement with the guiding principles for the use and care of laboratory animals and in compliance with European regulations on animal welfare. A spring strain of l-year-old rainbow trout (*Oncorhynchus mykiss*) was used. The fish had been fed to satiation with a commercial diet until the beginning of the starvation. The fasted group was composed of fish initially weighing about 130 grams that were deprived of food for 30 days. Refed groups were composed of trout from the fasted group that were fed at a rate three time higher than the normal ration and sampled sequentially at 4, 7, 11 and 36 days post refeeding. Fish were reared in freshwater tank (PEIMA-INRA, Sizun, France) under a natural photoperiod. The water temperature was 11.8°C at the end of starvation, 11.1°C, 10.5°C, 10.4°C and 7.8°C, 4, 7, 11 and 36 days post refeeding respectively. The fish were rapidly anaesthetized with phenoxy-ethanol (Aquaveto, 4 ml per 10 liters of fresh water) before dissection. The condition factor (an indicator of the body shape) was calculated as follows: K = body weightx100/body length ^3 ^(the body length did not include the caudal fin length).

### RNA purification and complex cDNA target preparation

Muscle from 8 or 9 trout was sampled for each time point. A transverse slice of fast muscle situated just beneath the dorsal fin was taken for RNA extraction. Total RNA was purified using TRIzol reagent (Invitrogen, Carlsbad, CA). The RNA integrity and concentration were respectively controlled and calculated with the Agilent bioanalyser. Complex target were prepared from 5 μg of RNA of each sample by simultaneous reverse transcription (using oligo(dT) as primer) and labelling for 2 hours at 42°C in the presence of 30 μCi [alpha-33P] dCTP, 120 μM dCTP, 20 mM each dATP, dTTP, dGTP and 400 units Superscript II reverse transcriptase (Invitrogen). RNA was degraded by treatment at 68°C for 30 min with l μl 10% SDS, l μl 0.5 M EDTA and 3 μl 3 M NaOH, and then equilibrated at room temperature for l5 min. Neutralization was done by adding 10 μl 1 M Tris-HCI plus 3 μl 2 N HCl.

### cDNA microarrays production

Nylon micro-arrays (7.6 × 2.6 cm) were obtained from the INRA-GADIE resource centre [34]. A set of 9023 distinct rainbow trout cDNA clones originating from pooled-tissues libraries [35,36] were amplified by PCR using primers specific of the polylinker sequence of the vectors. Quality of the amplification products was systematically checked on 1% agarose gels. Unpurified PCR products were evaporated, resuspended in 20 μl of distilled water, then transferred to 384-well microplates and spotted onto nylon membranes (Hybond-N+; Amersham Biosciences, Saclay, France). The last step was conducted using a Biorobotics MicroGrid-II arrayer (Genomics Solution, Cambridge, U.K.) equipped with a 64-pins Biorobotics printhead and 64 Biorobotics 100 μm solid pins. The spotted DNA were denaturated in 150 mM NaOH, 1.5 M NaCl. A neutralisation step was performed in 1 M Tris HCl (pH 7.5), 1.5 M NaCl. A last step to rinse micromembranes in 2 × SSC was performed. The DNA was subsequently fixed by successive heat (80°C during 2 hours) and UV (120000 μJ) treatments.

### Hybridisation

A first hybridization was performed using a 33P-labelled oligonucleotide (TAATACGACTCACTATAGGG) which is found at the extremity of each PCR product to monitor the amount of cDNA present in each spot. After stripping (3 hours 68°C, 0.1 SSC, 0.2% SDS), arrays were prehybridized for 4 h at 65°C in hybridization solution (5× Denhardt's, 5 SSC, 0.5% SDS) and hybridized with denatured labeled cDNAs for 48 h at 65°C in hybridization solution. After 3 washes (1 hour 68°C, 0.1 SSC 0.2% SDS), arrays were exposed for 65 hours to phosphor-imaging plates before scanning using a FUJI BAS 5000. Signal intensities were quantified using BZScan software [37].

### Microarray signal processing

Low oligonucleotide signals (lower than three times the background level) were excluded from the analysis. After this filtering step, signal for each spot was divided by the hybridisation signal obtained with the vector oligonucleotide. After this correction, signals were then normalized by dividing each gene expression value by the median value of the array.

### Microarray data analysis

SAM software [10] was used to identify genes differentially expressed between muscle of fasted trout and muscle of 4, 7, 11 and 36 day refed trout. For each comparison a false discovery rate (FDR) of 0.01% was used. All genes identified in at least one of the above comparisons were kept for clustering analysis in order to characterize the temporal expression profiles of statistically relevant genes. For supervised clustering analysis, data was log transformed, median-centred and an average linkage clustering was carried out using CLUSTER software and the results were visualized by TREEVIEW [11].

### Data mining

Rainbow trout sequences originating from INRA Agenae [35] and USDA [36] EST sequencing programs were used to generate publicly available contigs [38]. The 8th version (Om.8, released January 2006) was used for Blast X comparison against the Swiss-Prot database (January 2006) [39]. The score of each alignment was retrieved after performing a BlastX comparison. In addition, for each EST spotted onto the membrane, the accession number of the corresponding rainbow trout cluster (Unigene Trout, January 2006), if any, was retrieved from the UniGene database [40].

### Gene Ontology analysis

In order to assign functional categories to each identified clusters, we used GoMiner software [13]. For each PCR product spotted, the corresponding contig was blast against Swissprot Database (a score > 86 was considered as significant). Then the SwissProt accession number was used as the input to analyse gene lists of clusters for GO categories that showed statistically enrichment (2265 genes obtained by SAM analysis as total genes list). P-values were estimated by two-sided Fisher's exact test and only P < 0.05 were retained.

### Real-time PCR analysis

The expression of 10 selected genes belonging to different functional classes was analysed by real-time RT-PCR. Total RNA (2 μg) from all samples used for microarray analysis were reverse transcribed using 200 Units of moloney murine Leukemia virus (MMLV) reverse transcriptase (Promega) and 0.5 μg random hexamers (Promega) per μg of total RNA according to manufacturer's instruction. The expression levels were determined using the I-cycler IQ (Biorad, Hercules, CA) instrument. Briefly reverse transcription products were diluted to 1/24 and 5 μl were used for each real-time PCR reaction which were performed using a real-time PCR kit provided with a SYBR Green fluorophore (Eurogentech, Belgium). For each target gene, primers (Table 1) were chosen to presumably flank an intron as determined by comparison with the gene sequence of zebrafish ortholog. The amount of the target RNA was determined by comparison with a standard curve generated using serial dilution of RT reactions. This dilution curve was used to ensure that PCR efficiency ranged from 90 to 100% and that amplification was linear within sample set. The level of 18S RNA in each sample was also measured by real-time RT-PCR and used for target genes abundance normalisation within sample set. Statistical analysis were performed using Statistica 7.0 software (Statsoft, Tulsa, OK). Differences between samples were analysed using non parametric Kruskal-Wallis test.

**Table 1:** Sequence of the primer pairs used for real-time quantitative PCR and gene names.

**Abbreviated name**	**Sequence**	**Target gene**
HNNP-FW	GTAGAGCTGGAGTCGGAGGA	Heterogeneous nuclear ribonucleoprotein H
HNNP-RV	CCTCAGTCTCTGGGCAGTTT	
MEF2A-FW	GCTCAGGCCTCCTTACACAG	Myocyte enhancer factor 2a
MEF2A-RV	ACTTGGTGGGCATGACTTTC	
DRP-FW	AGGTCCGGTAGGAAATGCTT	Density Regulated Protein
DRP-RV	ACGGGGGATTTTAGCTATCG	
FBL-FW	AAACCTGGCTCGAAGGTCAT	Fibrillarin
FBL-RV	TGGTTCTCTTTTTGGCAACG	
FK506bp2-FW	CCTGCTCGGAATGTGTGAG	FK506-binding protein 2
FK506bp2-RV	AAGTCAGACCTCCTCTCGATG	
AATF-FW	CATTCAGAAGCTCCGCAGTA	Apoptosis antagonizing transcription factor
AATF-RV	TCCCGAATAGTGAGCGAAAC	
Cathps-FW	CTCAGACCGCGTGTGTATCC	Cathepsin B
Cathps-RV	GACCAGCCCCTCTTTAGTCC	
Coll I α2-FW	CTCGAGTCTGCGTGGACAT	Collagen I alpha 2 chain
Coll I α 2-RV	GTCCGATAGCACCATGACCT	

## Authors' contributions

PYR coordinated the study, analysed the data and wrote the manuscript. JM and AL performed microarray experiments and participated in the data analysis. CR performed RNA extractions and Real-time PCR. DE and KH prepared the microarrays. All authors read and approved the final manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

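Muscle RNA of 43 rainbow trout was analysed, from 8 fish fasted for 30 days and from fish refed for 4 days (9 fish), 7 days (9 fish), 11 days (8 fish) or 36 days (9 fish). Every RNA was hybridised as 33P-labelled cDNA to a nylon array of its own. The authors quantified the spots, excluded those with an oligonucleotide signal under 3 times the background, divided each signal by that of the vector oligonucleotide and then by the median of the array. The values are linear intensities, and apart from this exclusion the paper's text states no rule by which cells were left empty. The table had 9216 rows, of which 193 control rows were left out, and 9023 clones remained. Empty cells (285556) and values of 0 (10107) were taken as missing, and 38 clones stood at 0 on every array. The 317 clones with a 0 on some array and a value on another had a median value of 4.63, against 2.35 over all clones with a value, so a 0 was not read as a low signal. The number of clones with a value per array was 1441 to 2616, with a median of 2200.

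Log2 values of the 1561 clones with a value in at least 5 fish of every group were fitted in limma 3.58.1 (R 4.3.3) with 1 mean per group and no covariate. Each refed group was compared with fasted fish, 7, 11 and 36 days with 4 days, and 36 with 11 days. The empirical Bayes p was adjusted by Benjamini and Hochberg in each comparison, and clones with an adjusted p under 0.0001 were called. Clones called in at least 1 of the 4 comparisons with fasted fish were sorted by K-means (scikit-learn 1.9.0, 4 centres, 100 starts, seed 438) after centring on the median, scaling to unit variance and filling of missing values with the mean of the group. Each idealised form was given to 1 profile, by the assignment with the highest summed correlation between centres and forms. A profile thus need not carry the form that its centre followed best. Fish were grouped by 1 minus Pearson's correlation over the 697 clones with a value on all arrays, with average linkage and 100000 permutations of the labels. The R package statmod 1.5.0, Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 were used, and plots were drawn with matplotlib 3.10.9.

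Genes were named from the labels of Figs. 3 to 11 and 13, read from the pictures, since the table gives clone names alone. The genes described were to be these clones, the genes that the paper's text names, and the 10 largest rises and 10 largest falls in each comparison, and no more than 1 unnamed clone is given in either direction. Gene lists set up for pathways were not tested, since clones outside the figures could not be placed in them. The comparisons, the thresholds, these rules and the alternatives listed next were chosen before the data were examined. They were a 2-class SAM with 100 permutations per comparison at a false discovery rate of 0.01% and of 5%, an adjusted p under 0.05, quantile normalization, centring of each array on the clones with a value on all arrays, square roots, an offset of 0.1, clones with a value on all arrays, no minimum of fish, the dimmest 25% of clones left out, a fit to only the 2 groups compared, array weights, the replicate number as a block (fixed terms added to the fit) and an intensity trend with robust variance. For the profiles they were assignment of each clone to an idealised form, an average-linkage tree with branches of at least 5% of the clones, and the clones at an adjusted p under 0.05, and for the grouping of fish Euclidean distance, the 1000 most variable clones and quantile normalization. Leaving out the 5 arrays with the fewest values, leaving out fish 3 of 36 days, the number of values per array as a covariate and Fisher's exact test of values present or missing were added after the data had been seen.

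The calling was tested on simulated data with the missing cells and group sizes of the comparison of 36 days with fasted fish. At the threshold of 0.0001 limma called 91% of clones changed by a log2 of 1, 27% of those changed by 0.5 and 0 of 1361 unchanged clones (0 by SAM at 0.01%, and 11 by limma at an adjusted p under 0.05). The noise was normal and drawn separately for each clone and fish, and the empty cells did not depend on the simulated changes. Fish that stand apart over many clones were thus not simulated, and these shares need not hold for the real comparison. K-means recovered 100% of 200 simulated profiles. These were the idealised forms themselves with noise added, in equal numbers, without missing cells and with a step larger than the mean changes of the real profiles. The recovery thus checks the procedure and does not show how surely real clones were assigned. Samples were checked for values far from their group by the gap to the nearest value over the range. All 43 arrays could be assigned to a group and none was left out. The replicate numbers were not taken to pair fish of different groups. Q-PCR values and the clones that the paper's text names without a clone label were not analysed here.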

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

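The splits of the fish at random, the fit with the number of values per array, the fits without the 5 thinnest arrays or without fish 3 of 36 days and the look at water temperature were tests chosen only after the results were seen.

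Of the 192 clones called in at least 1 comparison with fasted fish, 152 (79.2%) carry no name in Figs. 3 to 11 and 13. Most clones tested carry none either, since 98 of the 1561 are named there, so the unnamed clones are not called more often than the named ones. Refed groups also differed among themselves, with 61 clones called between 36 and 4 days, 13 between 36 and 11 days and 4 between 11 and 4 days (limma). Of 100 splits of the fish into groups of the same sizes, the real one included, 1 gave as many called clones in every comparison but that of 7 with 4 days. Every other split mixed fish of the 2 groups, which widens the spread within groups and lowers the number of calls. With 100 splits no share under 1 in 100 can be seen, so the counts were higher than in the other splits but chance is not excluded. Against fasted fish the counts were 50 at 4 days, 68 at 7 days, 103 at 11 days and 150 at 36 days, and the highest of the other splits were 6, 9, 0 and 39 (limma). Among refed groups the highest of the other splits was 0 for each comparison by limma. Between 7 and 4 days 0 clones were called by limma (10 at an adjusted p under 0.05 and 132 at an unadjusted p under 0.05), and as each of the 100 splits must give at least 0, they decide nothing for this comparison.

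More clones were called at 36 days (150) than at 4, 7 or 11 days, and this held in each of the alternatives run. Fewer values on the arrays of 36 days do not account for all of it. With the number of values per array as a covariate 125 clones were called at 36 days and at most 103 at the other times. The lead of 36 days was smaller than in the main fit (150 and at most 103), so a part played by the number of values is not excluded. The 5 arrays with the fewest values do not account for all of it either, since without them 99 clones were called at 36 days and at most 76 at the other times. That lead was also smaller than in the main fit, with fewer fish. Water temperature stays open, because each group was sampled at 1 temperature, 7.8°C at 36 days and 11.8°C in fasted fish, and cannot be told apart from the time of refeeding. The longer refeeding of these fish is the biological explanation that the design gives, and it was not tested apart from temperature or age, since there was no group fed throughout.

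Bright clones were often without a value in the groups where they were brighter. This was so for 79 of the 101 clones with a mean value of 15 or more that had both values and empty cells (78.2%, 95% exact binomial interval 68.9 to 85.8%), but for 35.0% of 772 clones with means of 2 to 15 and 33.8% of 1726 dimmer clones. A candidate explanation is the loss of values above an upper limit of signal, which the share of 78.2% could have contradicted and did not. Skeletal alpha actin, at a mean of 9.23 in fasted fish and 20.0 at 36 days, had values in 8 of 8 fasted fish, in 4 of 9 at 36 days and in none at 11 days, although the mean of its listed values is under 15, which puts it outside the bright clones counted. One upper limit on the listed values themselves is ruled out, since the highest value listed was 44.1 or more on every array, but each signal had been divided by that of the oligonucleotide, so that a limit on the undivided signal cannot be seen in the table and why these cells are empty is not known.

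Fish 3 of 36 days lay far from the other fish of its group in ubiquitin (log2 value 2.37), fragile X-related protein 2 (1.18), the voltage-dependent anion-selective channel protein 3 (2.27), tropomyosin alpha 4 (2.98) and LMO4 (0.70). A candidate explanation is an array or fish that stands apart over all clones, since over the 697 clones with a value on all arrays it had 51 far values (7.32%), against at most 13 in any other fish of 36 days and 35 in the next of all fish, fish 7 of 11 days. Whether the fish or its array differed cannot be known from 1 array per fish, and body weight and condition factor are given in the paper for groups and not for single fish, so no biological explanation was tested. Without it 129 clones were called at 36 days and 185 in at least 1 comparison.

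Chance places about 1 in 20 groups with a far sample, and 215 groups were looked at, with 18 far values among clones and 1 among array measures. Splicing factor 3A subunit 2 was far in fasted fish 2 (1.51) and in fish 6 of 11 days (1.39), without which its log2 change at 36 days is 0.43 rather than 0.37 (adjusted p = 1.01e-04 from limma). The beta subunit of T-complex protein 1 was far in fasted fish 7 (1.06) and the DNA2-like homolog in fasted fish 5 (0.23), without which the rise of the latter at 4 days has an adjusted p of 3.56e-04. Troponin T was far in fasted fish 2 (0.19), without which its rise at 11 days is 0.94 rather than 1.22. Hox-C9 was far in fasted fish 7 (1.43) and in fish 3 of 11 days (2.09), and its rise at 36 days is 0.67 without them, and 0.07 rather than 0.17 at 4 days. Peptidyl-prolyl cis-trans isomerase B was far in fish 7 of 4 days (0.23), and COP9 signalosome complex subunit 7 in fish 6 of 7 days (1.11). Dystrophin was far in fish 10 of 7 days (2.07), as was tropomyosin alpha 4 (3.04), which without this fish and fish 3 of 36 days is also called at 7 days (log2 change 0.77, adjusted p = 3.12e-05) and at 36 days (0.77, adjusted p = 1.57e-05). Eukaryotic translation initiation factor 5 was far in fish 10 of 36 days (1.05), and cyclin D2 too (3.04), whose rise at 36 days has an adjusted p of 2.21e-04 without it. The array of fish 2 of 36 days had the highest listed median, 3.63.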

How the results depend on the processing

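The fits without the 5 thinnest arrays, without fish 3 of 36 days and with the number of values per array were tests chosen only after the data had been seen. The values that the text gives for tested clones had the same direction in each of 7 alternative fits, and other named clones were not compared in this way. Of these 211 values 90 were called, 45 of them in all 7 and 45 not in at least 1, and 13 of the other 121 were called in at least 1. The fit to only the 2 groups compared ended 39 calls, with fewer fish behind each spread, the replicate block 18, quantile normalization 14 and centring on the clones with a value on all arrays 9, while array weights, the offset of 0.1 and the intensity trend ended none. Named calls close to the threshold of 0.0001 are thus less certain than their direction. No array gave a value for 4414 clones, and 1561 could be tested. Gene lists were not run under any setting, since clones are not named, and SAM was not run between refed groups.

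At an adjusted p under 0.05 there were 179, 312, 415 and 580 calls at 4, 7, 11 and 36 days against fasted fish and 776 in at least 1 comparison, and 10, 98, 604 and 380 for 7, 11 and 36 days against 4 days and for 36 against 11 days, which a looser threshold must raise. SAM at 0.01% gave 102, 164, 188 and 242 calls and 359 in at least 1 comparison, and SAM at 5% 203, 439, 528 and 770, and 992, of which 296 were higher and 474 lower at 36 days; the cause of the difference from limma was not tested. With clones on all arrays alone, fewer clones being tested, the counts were 21, 33, 49 and 76, and 91, with 29 between 36 and 4 days and 4 between 36 and 11 days. With only the 2 groups compared they were 37, 47 and 72 at 7, 11 and 36 days, and 108, with 37 between 36 and 4 days and 0 between 36 and 11 days by limma (13 with all groups in the fit), where fewer fish are in each fit. Without the 5 thinnest arrays, also fewer fish, they were 27 at 4 days and 99 at 36 days, and 138 in at least 1 comparison, with 1, 31 and 2 for 11 against 4, 36 against 4 and 36 against 11 days. Array weights gave 1 call between 7 and 4 days and 35, 127 and 38 in these other comparisons, and the cause was not tested. Quantile normalization gave 8 for 11 against 4 days (6 higher) and 5 for 36 against 11 days, and centring on the clones with a value on all arrays also 5 for the latter. Square roots gave 32 at 4 days (18 higher and 14 lower), 7 for 11 against 4 days and 8 for 36 against 11 days. For these 3 the cause was not tested. With the replicate block, correlations of fish with one number being near 0 (median r = -0.01 over 82 pairs), there were 1 call for 11 against 4 days and 8 for 36 against 11 days, and 41, 57, 75 and 126 against fasted fish; 6 of 43 fish correlated best with a fish of their own number, and the numbers do not pair fish. More clones were higher than lower at 4, 7 and 11 days in all of these fits, although by less with quantile normalization (31 and 16 at 4 days, 56 and 32 at 11 days) or with new centring (59 and 35 at 11 days), and between 36 and 4 days the balance turned from 36 lower and 25 higher to 38 lower and 45 higher with quantile normalization, 57 and 70 with array weights, 38 and 39 with new centring, 32 and 34 with square roots and 13 and 16 among clones on all arrays. In the other fits against fasted fish, counts in at least 1 comparison were 158 to 229. The last profile held 10 clones when clones were assigned to idealised forms and 61 in the average-linkage tree, where the third held 23, and from the 776 clones the sizes were 190, 202, 170 and 214, with more clones entered. Grouping of the fish had an adjusted Rand index of 0.15 with Euclidean distance, 0.39 with the 1000 most variable clones and 0.40 with quantile normalization, and 58.1 to 65.1% of fish were nearest to their own group.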

Differences from the paper's values

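None of the comparisons with the paper's values rests on a test chosen after the data had been seen. The paper gives approximately 2200 genes as different in at least 1 comparison, and 2265 in its list for functional classes, both at a false discovery rate of 0.01%, against 192 clones here at an adjusted p under 0.0001 from limma. None of the alternatives set before the data were examined came within 1.5 times of either of the paper's numbers. Except for the fit without a minimum of fish, they drew on at most 1561 clones. Nearly all of these would have had to be called, so that they could hardly have come so close. SAM was not run without that minimum. SAM, the test that the paper names, gave 359 at 0.01% and 992 at 5%, an adjusted p under 0.05 gave 776, and the other alternatives 91 to 229. With a minimum of 5 fish per group 1561 clones were tested, fewer than the paper's number of genes, and without that minimum 229 were called. Of the 4609 clones with a value on any array, that fit could compare 2961, 2964, 2859 and 2790 with fasted fish at 4, 7, 11 and 36 days.

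The paper's first cluster holds approximately 1000 genes, the second 550 and the third 480, against 68, 39 and 61 clones here, and no alternative set before the data were examined came within 1.5 times of them (63, 44 and 75 by idealised forms, 63, 32 and 23 by average linkage, 190, 202 and 170 from clones at an adjusted p under 0.05). From 192 clones no cluster could have come within 1.5 times of these sizes, so for the settings that used them the outcome was fixed by the number of clones called. For the last cluster the paper gives an upper limit of 200, against 24 clones here. Unlike the paper's cluster of genes raised only at 36 days, these 24 had a mean log2 change of 0.53 at 4 days already. From clones at an adjusted p under 0.05 the last cluster held 214, within 1.5 times of the paper's limit, and the sizes by idealised forms (10) and average linkage (61) were not. By K-means on the 192 clones the first cluster was the largest and the last the smallest (35.4% and 12.5% of the clones), as in the paper, but by idealised forms the third was the largest, and by average linkage, and from the clones at an adjusted p under 0.05, the third was the smallest, and in the latter set the last was the largest.

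All 98 clones of Figs. 3 to 11 and 13 that could be tested come from the paper's SAM list, and 40 of them were called here by limma. SAM called 71 at 0.01% and all 98 at 5%, limma called 94 at an adjusted p under 0.05, and without the minimum of fish 51 of the 290 clones were called. Of the called clones, those of Figs. 3, 4, 7, 9, 11 and 13 fell into the profiles in which the paper shows protein degradation, RNA processing, ribosome formation, cell division and the contractile apparatus. An exception was the clone of eukaryotic translation initiation factor 3 subunit 12, which the paper shows with the transient genes and K-means placed in the first profile. Peptidyl-prolyl cis-trans isomerase B and the voltage-dependent anion-selective channel protein 3, also shown as transient, were placed in the last profile. Both had their highest log2 change at 7 days (1.27 and 0.72, against 1.10 and 0.64 at 36 days). By idealised forms the initiation factor fell into the second profile and both of these clones into the third.

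The paper states that samples were sorted by feeding condition. Here the 9 fish at 36 days made up a branch of their own and the 8 fasted fish shared one with 4 fish at 4 days, whereas 2 of 8 fish at 11 days and 4 of 9 at 7 days were nearest to their own group. The paper describes chaperone genes as lower again at 36 days. Over the 12 that could be tested the median log2 change against fasted fish went from 0.66 at 4 days to 0.19 at 36 days, in the paper's direction, but HSP 90-alpha, isomerase B and the alpha subunit of T-complex protein 1 were still called as higher at 36 days. The paper describes SmyD1 as induced together with sarcomeric genes, and here limma did not call it, with a log2 change of 0.30 at 11 days, while SAM at 5% called it. The paper places the induction of MEF2A ahead of that of sarcomeric genes, and here its log2 change without the minimum of fish was 0.20 at 4 days and 0.53 at 7 days, the time of its first call. Of the 16 clones of Fig. 11 that could be tested 4 were called at 7 days, myosin light chains and troponin T. At 11 days 8 were called, dystrophin among them, so that at the threshold of 0.0001 some of these clones were first called with MEF2A and others after it. This depends on the threshold, since at an adjusted p under 0.05 from limma 1 of the 16 was higher at 4 days and 13 at 7 days. Skeletal alpha actin had too few values for the test. Its log2 values were at most 3.70 in fasted fish and at least 3.73 at 4 days, which is not the measure by which MEF2A was called, so the 2 times cannot be set in order. The order itself was not tested, and the paper's Q-PCR of MEF2A was not analysed here. The paper describes genes of the last cluster as up-regulated at 36 days, and the 4 clones of Fig. 10 that could be tested, which it places in the third and the last cluster, had a median log2 change of 0.06 at 4 days and 0.60 at 36 days, in the paper's direction. Of the 24 clones sorted last here, with a mean log2 change of 0.53 at 4 days, 2 carry a name in the figures, and the paper shows both with the transient genes. The paper describes SOX-11 as induced, and it was called with array weights, by SAM and at an adjusted p under 0.05, but not by the unweighted fit at 0.0001. For fibrillarin and NOP5 the highest mean was at 4 days, as in the paper, and for ubiquitin and the Ariadne-2 protein homolog in fasted fish, as in the paper.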

Other observations

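Fisher's exact test of values present or missing is the only test here chosen after the data had been seen. Among the regulators of Fig. 13 with a value in few fasted fish, a forkhead factor and a corepressor were higher at 36 days than in fasted muscle. Foxo3A was at 0.581 ± 0.0326 (SD, n = 4) in fasted muscle, 0.825 ± 0.11 (SD, n = 6) at 11 days and 0.974 ± 0.132 (SD, n = 6) at 36 days, and without the minimum of 5 fish per group its log2 change at 36 days was 0.74 (adjusted p = 2.50e-05) from limma. Rest corepressor 1, a partner of the repressor REST, was at 3.39 ± 0.51 (SD, n = 4) in fasted muscle and 5.89 ± 0.751 (SD, n = 5) at 36 days, a log2 change of 0.80 (adjusted p = 5.34e-06) in the same fit. The high mobility group-T protein, a chromatin protein, had log2 changes of 0.32, 0.43, 0.72 and 0.65 at 4, 7, 11 and 36 days, with an adjusted p of 9.05e-04 at 11 days, which did not pass. Histone H5A, a linker histone, was at -0.25 at 4 days and 0.53 at 11 days (adjusted p = 0.00244).

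Of the chaperones, the activator of the HSP90 ATPase AHA1 was at 1.04 ± 0.0817 (SD, n = 4) in fasted muscle and 2.12 ± 0.528 (SD, n = 9) at 4 days, with a log2 change of 0.99 (adjusted p = 1.17e-05) at 4 days and 0.95 (adjusted p = 2.31e-05) at 36 days without the minimum of fish, so that like HSP 90-alpha it was still called at 36 days. The heat shock protein ssa1 had log2 changes of 0.62, 0.58, 0.40 and 0.18 (adjusted p = 1.16e-04 at 4 days), short of the threshold. Asparaginyl-tRNA synthetase was at 1.27 ± 0.0506 (SD, n = 2) in fasted muscle and 3.08 ± 0.592 (SD, n = 8) at 7 days, with a log2 change of 1.26 (adjusted p = 9.36e-06) in the fit without the minimum of fish. Scaffold attachment factor B, which binds RNA and chromatin, had log2 changes of 0.50, 0.37, 0.30 and -0.01, and Gem-associated protein 7, of the complex that assembles splicing particles, of 0.42, 0.43, 0.34 and -0.23, none passing by limma. In the contractile apparatus a second clone of myosin light polypeptide 6 rose at 11 and 36 days, by log2 changes of 0.63 and 0.80 (adjusted p = 6.20e-07, 9 of 9 fish above the fasted mean). For protein degradation, subunit 12 of the 26S proteasome regulator had a log2 change of -0.63 at 36 days (adjusted p = 1.35e-04), short of the threshold.

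Whether a clone had a value at all was compared between refed and fasted fish over 3060, 3106, 2951 and 3054 clones at 4, 7, 11 and 36 days by Fisher's exact test. At an adjusted p under 0.05, 0, 3, 0 and 0 clones differed, and at an unadjusted p under 0.05 clones listed more often in refed fish numbered 92, 122, 75 and 71, and less often 51, 61, 48 and 144.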
